# Transient YAP activation uncovers the neurogenic potential of proliferative mammalian Müller glia

**DOI:** 10.1093/pnasnexus/pgag188

**Published:** 2026-05-28

**Authors:** English J Laserna, Irina V Saltykova, Benjamin M Hall, Xuefei Tong, Justin S Dhindsa, Borna Sarker, Ayrea E Hurley, Paul G Swinton, William R Lagor, Nicholas M Tran, James F Martin, Ross A Poché

**Keywords:** regeneration, mammalian retina, Müller glia, Hippo signaling, AAV

## Abstract

The Hippo pathway effector YAP promotes spontaneous proliferation of Müller glia (MG), suggesting that bypassing Hippo signaling and activating YAP could enhance retinal regeneration. However, whether proliferative adult MGs retain meaningful neurogenic competence remains unclear. Here, using viral delivery of a Hippo-resistant YAP variant to wild-type adult MGs, we achieved transient YAP activation in adult MGs, inducing proliferation followed by cell-cycle withdrawal and differentiation. Intersectional genetic lineage tracing and EdU labeling, combined with transcriptomic analyses, revealed that YAP-activated MGs predominantly regenerate MGs, whereas only a subset gives rise to bipolar cell-like neurons. These results indicate that proliferative MGs acquire a state resembling that of late-stage retinal progenitors, with limited neurogenic lineage potential. We conclude that YAP-activated cell-cycle reentry inefficiently reprograms adult MGs toward photoreceptor or ganglion cell fates. These findings define the limited competence of proliferative adult MGs to contribute to neurogenic fates and provide a rigorous framework for assessing in vivo glial reprogramming strategies.

Significance Statement Adult mammalian Müller glia (MG) can be induced to proliferate; however, whether proliferation restores neurogenic competence remains uncertain. By transiently bypassing Hippo-mediated repression of YAP and using rigorous intersectional lineage tracing, we demonstrate that proliferative adult MGs predominantly regenerate MGs, whereas bipolar cell-like neurons are generated infrequently. These results indicate that YAP-mediated cell-cycle reentry primarily promotes MG self-renewal and secondarily induces bipolar-like cells, suggesting that further optimization could reestablish retinal progenitor potential. Our findings define a limited but measurable neurogenic competence in proliferative MGs and provide a framework for evaluating in vivo glial reprogramming strategies for retinal regeneration.

## Introduction

In zebrafish, Müller glial cells (MGs) reprogram into retinal progenitor cells that regenerate functional neurons following injury (1–6). In contrast, mammalian MGs exhibit limited regenerative capacity. It is thought that a major barrier to retinal regeneration in mammals is the failure of MGs to sustain proliferation. Whether proliferation alone is sufficient to unlock latent neurogenic competence in adult mammalian MGs remains a fundamental and unresolved question in regenerative biology.

We previously demonstrated that retinal injury activates the Hippo pathway effector YAP in mouse MGs, promoting cell-cycle entry via direct target genes, including *Cyclin D1* (7). However, Hippo-mediated phosphorylation rapidly inactivates YAP, resulting in MG cell-cycle withdrawal. Transgenic expression of a Hippo-nonresponsive YAP variant (YAP5SA) induces spontaneous MG proliferation and acquisition of a progenitor-like transcriptional state (7). However, constitutive YAP5SA expression maintains MGs in a proliferative state, precluding assessment of postmitotic differentiation and fate potential. Thus, it remains unclear whether proliferative adult MGs retain the capacity to generate neurons and whether their competence resembles embryonic retinal progenitors or is intrinsically fate-restricted. Definitive resolution of this question requires rigorous lineage tracing to establish MG-derived cell fates in vivo.

Here, we employ an adeno-associated virus (AAV)-based, intersectional genetic fate-mapping strategy to transiently activate YAP5SA in adult MGs and determine the identity of their daughter cells. We show that transient YAP activation induces proliferation followed by cell-cycle exit. Transcriptomic profiling reveals that proliferative MGs predominantly regenerate MGs, while flow cytometry analyses indicate limited bipolar cell neurogenic potential. These findings indicate that proliferative MGs have limited ability to reprogram to neurogenic fates and have implications for understanding how adult glia balance proliferation and lineage restriction across regenerative contexts.

## Results and discussion

### Lineage tracing of YAP5SA+ MG daughter cells

In our previous study, a CAG-driven *Yap5SA* transgene was activated in MG by tamoxifen-induced deletion of a floxed stop cassette using *Glast-CreERT2* (7). Constitutive *Yap5SA* expression held MGs in a proliferative state, preventing assessment of postmitotic daughter cell fate. To overcome this limitation, we developed a strategy to transiently activate *Yap5SA* in adult MGs, thereby inducing proliferation and enabling unambiguous tracing of the fate of postmitotic progeny.

We used AAV-mediated gene delivery to achieve transient *Yap5SA* expression. Because most AAV genomes remain episomal (∼0.1% integration frequency) (8–11), *Yap5SA* expression is expected to diminish as infected MGs divide and dilute episomes. For viral transduction, we selected the ShH10 capsid, a directed-evolution AAV6 variant reported to efficiently target MGs following intravitreal injection (12, 13). To assess tropism, we first delivered a *CBh-GFP* construct using ShH10 and observed GFP expression in multiple retinal cell types, including rods (Fig. S1A and B), indicating that capsid tropism alone was insufficient for MG specificity. Consistent with other studies, replacing the *CBh* promoter with a *Gfap* promoter markedly restricted GFP expression to MGs (Fig. S1C and D), and this configuration was used for subsequent experiments (14, 15).

Adult *Glast-CreERT2^+/tg^*; *R26R-Ai65^ki/ki^* mice were intravitreally injected with ShH10 encoding either *Gfap-Yap5SA-2A-FlpO* or *Gfap-mKate2–2A-FlpO* (negative control). Following tamoxifen administration, Cre- and FlpO-mediated recombination activated tdTomato expression exclusively in infected MGs and their progeny (Fig. 1A). To independently track proliferating MGs, EdU was administered every other day until harvest. Because AAV episomes are diluted with cell division, postmitotic EdU+/tdTomato+ cells necessarily arise from *Yap5SA*-expressing MGs (Fig. 1B).

**Figure 1:**
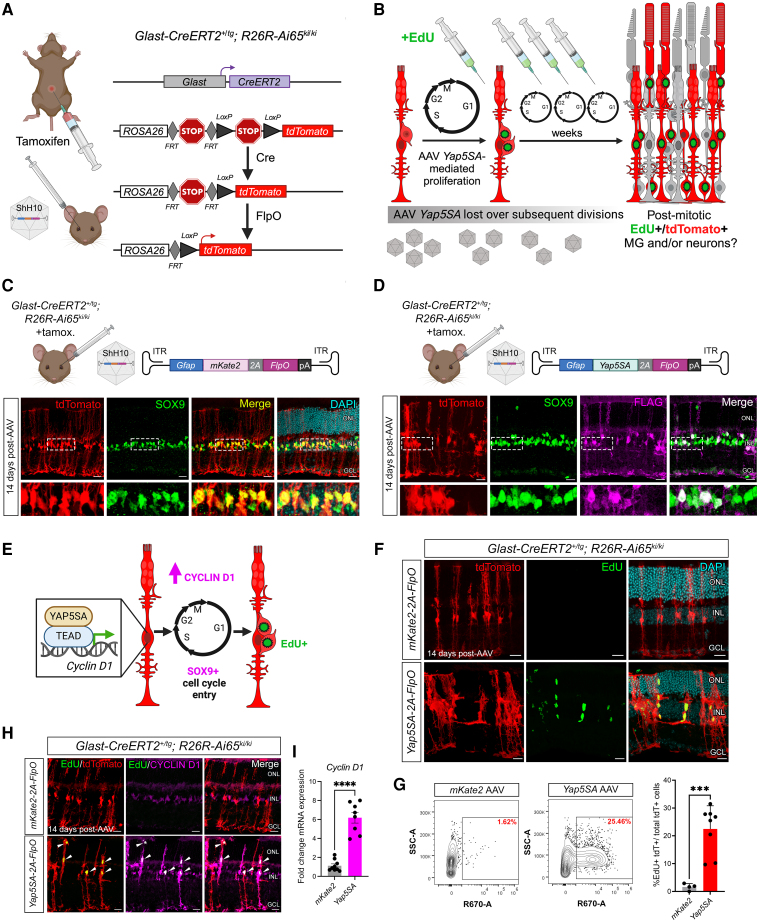
Intersectional genetic lineage tracing of proliferative YAP5SA+ MG cells. A and B) Schematic illustrating the overall experimental design. A) Adult *Glast-CreERT2^+/tg^; R26R-Ai65^ki/ki^* mice are injected with tamoxifen to induce Cre recombination of the loxP-flanked STOP cassette in the *R26R-Ai65* locus. Intravitreal delivery of AAV, encoding FlpO, recombines the FRT-flanked stop cassette, leading to tdTomato expression specifically in MG that received the AAV. B) If the AAV also carries *Yap5SA*, the tdTomato+ MGs will proliferate and incorporate EdU in their nuclei. Upon subsequent divisions, the cells will lose AAV particles, exit the cell cycle, but retain both the tdTomato and EdU labels as lineage markers for postmitotic daughter cells. C) Map of the *mKate2* negative control AAV and immunofluorescent (IF) image showing that, after 14 days postintravitreal injection, tdTomato is expressed in SOX9+ MGs. D) Map of the *Yap5SA* AAV and IF image showing that tdTomato and FLAG (fused to the N-terminus of YAP5SA) are expressed in SOX9+ MGs. E) Schematic summarizing how the previously published *Yap5SA* transgenic mouse drives MG spontaneous proliferation. F) EdU labeling showing that *Yap5SA* AAV induces spontaneous proliferation of tdTomato+ MGs, whereas *mKate2* AAV does not. G) Representative cytometry scatter plots and quantification showing a significant increase of tdTomato+/EdU+ cells in retinas infected with *Yap5SA* AAV. H) IF and I) qRT-PCR showing *Yap5SA* AAV-dependent upregulation of *Cyclin D1*. All quantified data are shown as mean ± SD and *n* ≥ 3 biologically independent samples per group. Significant differences between groups were determined using an unpaired t test with Welch correction. A *P*-value of <0.05 was considered significant. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Scale bars = 20 μm. Created in BioRender. Poché (2026) https://BioRender.com//9qf4bbm.

Fourteen days postinjection, tdTomato labeling in control retinas was confined to SOX9+ MGs (Fig. 1C). A similar pattern was observed following *Yap5SA* AAV infection (Fig. 1D). FLAG-tagged YAP5SA colocalized with tdTomato+/SOX9+ cells (Fig. 1D, inset), confirming expression in MGs. Immunofluorescence for IBA1, GFAP, and S100β did not overlap with tdTomato or FLAG (Fig. S1E, arrowheads), indicating no detectable infection of microglia or astrocytes. Together, these results demonstrate that ShH10, when combined with the *Gfap* promoter, provides substantial MG specificity and enables faithful lineage tracing of infected MGs and their progeny.

### *Yap5SA* AAV drives robust MG proliferation

We next asked whether AAV-mediated *Yap5SA* delivery induces proliferation comparable to that observed in the previously characterized *Yap5SA* transgenic model (7). Transgenic *Yap5SA* expression robustly upregulates *Cyclin D1* and drives persistent MG proliferation independent of injury (Fig. 1E) (7). Adult *Glast-CreERT2^+/tg^; R26R-Ai65^ki/ki^* retinas were infected with *Yap5SA* or control AAV and administered EdU every other day for 14 days. EdU incorporation was detected exclusively in *Yap5SA*-infected retinas and with tdTomato+ cells (Fig. 1F and G). Consistent with prior findings, *Yap5SA* expression markedly increased *Cyclin D1* levels (Fig. 1H and I) and occurred predominantly within SOX9+ MGs (Fig. S1F). Importantly, activated CASPASE-3 immunostaining was minimal in tdTomato+/EdU+ cells at 14, 56, and 112 days postinfection (Fig. S1G), indicating that proliferating MGs did not undergo apoptosis. Annexin V flow cytometry of infected wild-type retinas also failed to show a significant increase in apoptotic cells following *Yap5SA* AAV delivery (Fig. S1H and I). Together, these findings demonstrate that AAV-delivered *Yap5SA* robustly induces spontaneous MG proliferation without widespread cell death and recapitulates the proliferative phenotype observed in the previously reported transgenic model.

### *Yap5SA* AAV-driven MG proliferation is transient and yields postmitotic progeny

A key premise of this approach is that AAV genomes persist primarily as episomes and are not efficiently inherited during cell division. We therefore reasoned that *Yap5SA* expression would diminish as proliferating MGs dilute episomes, permitting cell-cycle exit, and enabling assessment of postmitotic fate.

To test whether *Yap5SA* AAV induces transient proliferation, we performed a time-course analysis. Adult *Glast-CreERT2^+/tg^*; *R26R-Ai65^ki/ki^* mice were intravitreally injected with *Yap5SA* AAV and administered EdU for three consecutive days prior to harvest at 14, 28, 35, 42, and 56 days postinfection (Fig. 2A). At 14 days, EdU+/tdTomato+ cells were readily detected throughout the retina (Fig. 2B). In contrast, by 56 days, EdU incorporation was no longer observed, indicating cessation of MG proliferation (Fig. 2B). To distinguish cell-cycle exit from cell loss, upon AAV infection, EdU was administered daily for 14 or 56 days, and retinas were costained for EdU and KI67. At 14 days, numerous EdU+/KI67+/tdTomato+ cells were present, consistent with ongoing proliferation (Fig. 2C and D). By 56 days, tdTomato+ cells retained EdU labeling but no longer expressed KI67, demonstrating that these cells had exited the cell cycle and persisted as postmitotic progeny. Consistent with this interpretation, immunostaining and Western blot analysis revealed loss of FLAG-tagged YAP5SA protein by 56 days (Fig. 2E and F), coinciding temporally with the cessation of proliferation.

**Figure 2:**
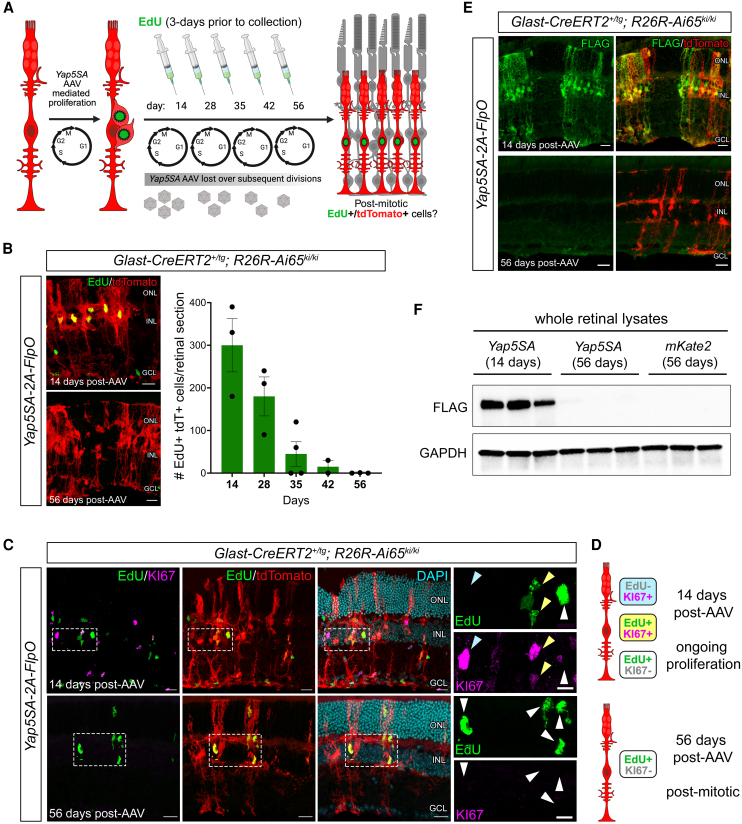
*Yap5SA* AAV-driven MG proliferation is transient. A) Schematic illustrating experimental design. B) Left: EdU labeling showing *Yap5SA* AAV-dependent MG proliferation 14 days postinfection and no labeling at 56 days postinfection. Right: Quantification of EdU+/tdTomato+ cells over time. C) Top row: IF labeling showing the presence of KI67+/EdU+/tdTomato+ cells actively in the cell cycle 14 days post-*Yap5SA* AAV (yellow arrowheads), likely a KI67+/tdTomato+ cell that has yet to take up EdU (blue arrowhead), and EdU+/tdTomato+ cells that are not labeled with KI67, suggesting cell-cycle exit (white arrowheads). Bottom row: IF labeling showing that by 56 days postinfection, KI67 labeling is absent from the EdU+/tdTomato+ cells, suggesting that most cells are now postmitotic (white arrowheads). For the retinas shown in (C), EdU was administered daily until the tissue was processed for histology. D) Schematic summary of results. E) IF showing FLAG-tagged YAP5SA in tdTomato+ MGs 14 days post-AAV and its absence at 56 days post-AAV. F) Western blot confirmation that YAP5SA::FLAG is lost by 56 days post-AAV infection. Scale bars = 20 μm. Created in BioRender. Poché (2026).

One possible explanation for the eventual loss of detectable YAP5SA expression is dilution of nonintegrating AAV genomes during MG proliferation. However, we did not determine the initial intracellular viral copy number, the number of MG divisions following transduction, or the residual vector copy number at later time points. We therefore cannot conclude that viral dilution is the sole mechanism underlying loss of expression. Alternative explanations, including transgene silencing, reduced promoter activity, or other forms of posttranscriptional downregulation, may also contribute. Together, these data demonstrate that AAV-delivered *Yap5SA* drives robust yet self-limited MG proliferation, and that loss of detectable YAP5SA expression coincides with cell-cycle exit and stabilization of postmitotic daughter cells, thereby providing an experimental window to assess their differentiation potential.

### MG daughter cells are predominantly lineage-restricted, with rare bipolar cell-like progeny

To determine the fate of postmitotic YAP5SA+ MG daughter cells, adult *CreERT2^+/tg^; R26R-Ai65^ki/ki^* mice were intravitreally injected with either control *(mKate2)* or *Yap5SA* AAV and administered EdU every other day for 56 days prior to analysis. As expected, control retinas showed no tdTomato+/SOX9+ MGs incorporating EdU. In contrast, *Yap5SA* AAV-infected retinas contained persistent tdTomato+/EdU+ cells that coexpressed SOX9 and LHX2, consistent with postmitotic MG identity (Figs. 3A and B and S2A and B). Flow cytometric quantification revealed that 96.13% ± 1.92 (mean ± SD) of the tdTomato+/EdU+ population retained SOX9 expression, whereas 3.86% ± 1.91 were SOX9-negative (Fig. 3C and D). Pixel-based image analysis yielded similar results, with 89.75% of EdU+/tdTomato+ signal co-localizing with SOX9 (Fig. 3G). These data indicate that the overwhelming majority of YAP5SA-induced MG daughter cells maintain MG identity. Nevertheless, a small but reproducible subset of tdTomato+/EdU+ cells lacked both SOX9 and LHX2 (Fig. 3E–G), suggesting that proliferative MGs may also generate nonglial progeny (Fig. 3H).

**Figure 3:**
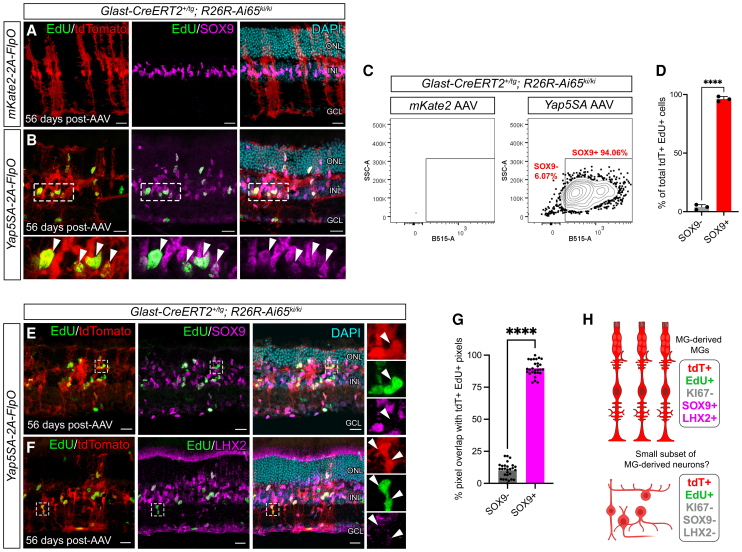
The postmitotic daughter cells of proliferative MG mostly express MG markers. A and B) IF for SOX9, identifying the majority of postmitotic EdU+/tdTomato+ cells at 56 days post-*Yap5SA* AAV as MGs. C and D) Representative cytometry scatter plots and quantification showing that most of the EdU+/tdTomato+ cells express SOX9, but a small percentage do not. E and F) IF confirmation of the presence of a discrete population of EdU+/tdTomato+ cells that do not express the MG markers SOX9 or LHX2 (boxed region and arrowheads). G) Quantification of the % overlap of EdU+/tdTomato+ pixels with SOX9+ or SOX9− pixels. H) Schematic summary of the results in (E–G). All quantified data are shown as mean ± SD and *n* ≥ 3 biologically independent samples per group. Significant differences between groups were determined using paired t tests. A *P*-value of <0.05 was considered significant. Scale bars = 20 μm. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.Created in BioRender. Poché (2026) https://BioRender.com/k67x69s.

Previous studies have demonstrated direct transdifferentiation of adult MGs into inner retinal neurons, typically through forced expression of proneural transcription factors such as *Ascl1*, often combined with chromatin modulation and injury, and in the absence of preceding cell division (16–24). In contrast, our approach activates endogenous proliferative signaling by transiently expressing YAP5SA in otherwise wild-type adult MGs, without introducing lineage-specifying transcription factors.

We detected no tdTomato+/EdU+ cells coexpressing HuC/D or RBPMS, arguing against amacrine or retinal ganglion cell identity (Fig. S2C–F). However, rare tdTomato+/EdU+ cells expressed the bipolar cell markers SCGN, CABP5, and PKCα (Figs. 4A and S3A–C). Flow cytometry confirmed that 3.037 ± 0.61 of tdTomato+/EdU+ cells were SCGN+ (Fig. 4B). In independent experiments using wild-type *C57BL/6J* retinas, a subset of SCGN+ cells (1.95% ± 0.58) were EdU+ exclusively in *Yap5SA*-infected retinas (Fig. 4C), further supporting bipolar cell-like differentiation. Similar enrichment was observed for CABP5 (7.99% ± 0.83) and PKCα (2.24% ± 0.81) (Fig. S3D and E). Together, these findings indicate that while YAP-induced proliferation predominantly regenerates MGs, a fraction of daughter cells acquire molecular features consistent with bipolar cell-like identity. Because this occurs without the forced expression of proneural determinants, the data suggest that YAP-driven cell-cycle reentry may transiently unlock a restricted, late progenitor-like competence state rather than induce wholesale transdifferentiation. We note, however, that this should not be interpreted as a faithful recapitulation of a normal late retinal lineage program. Although bipolar cells and MG are both late-born retinal cell types, classical lineage analyses do not support a uniquely shared sibling relationship, and rods are frequently recovered as late-born siblings (25, 26). Consistent with this distinction, we did not detect rod-like progeny in the present study.

**Figure 4:**
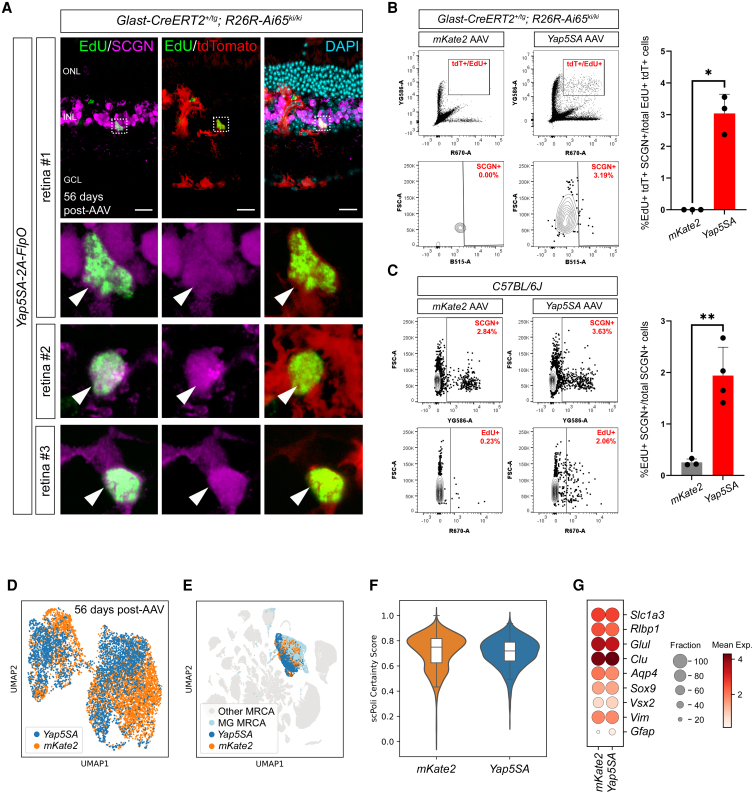
Immunofluorescent and single-cell transcriptomic profiling of MG daughter cell fate. A) IF of the bipolar cell marker SCGN showing the colocalization with a subset of EdU+/tdTomato+ cells in three independent retinas, 56 days post-*Yap5SA* AAV. B) Representative cytometry scatter plots and quantification of the % EdU+/tdTomato+/SCGN+ cells of the total EdU+/tdTomato+ population driven by *Yap5SA* AAV. C) Representative cytometry scatter plots and quantification from *C57BL/6J* mice 28 days after infection with either control or *Yap5SA* AAV, showing an increase in the % of SCGN+ cells that are also EdU+, specifically in the *Yap5SA* AAV-infected retinas. D) UMAP of integrated scRNA-seq data from FACS-sorted tdTomato+ cells from control or *Yap5SA* AAV-infected retinas. E) scPoli reference mapping of the high-quality, filtered MGs. Query cells are projected onto the MRCA latent space, overlaid onto the reference MG (MG MRCA) and background reference cells (Other MRCA). F) Distribution of the scPoli Certainty Score for the filtered query cells, demonstrating high and comparable mapping confidence to the reference MG class. White boxes indicate the interquartile range and median. G) Dot plot of average expression between conditions for canonical MG markers. Scale bars = 20 μm.

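Clusters of all sorted cells at resolution 1 were named by markers of 14 cell types. Besides MG, the mean share of cells per capture in clusters named rod was 7.28% ± 7.82 (SD, n = 2) with *mKate2* AAV and 13.2% ± 17.6 (SD, n = 2) with *Yap5SA* AAV (exact permutation test, two-sided, p = 1). By library the rod share was 1.75%, 12.8%, 0.813%, 0.736% and 25.7% for *mKate2* AAV replicates 1 and 2 and *Yap5SA* AAV replicates 1, 2 and 3. Microglia and macrophages made up 9.32% ± 10.6 and 8.22% ± 7.97 of cells in the 2 conditions (SD, n = 2 captures each). By library they held 1.85%, 16.8%, 13.8%, 13.9% and 2.59% in the same order, so the direction rests on single libraries. Amacrine-like clusters made up 2.02% ± 2.86 and 1.15% ± 1.56, and bipolar-like clusters 2.79% ± 3.81 and 1.45% ± 1.98. Cone-like clusters made up 0.422% ± 0.53 and 1.34% ± 1.77. These shares were not tested. Clusters without a name held between 0.389% of cells in *mKate2* AAV replicate 1 and 3.29% in *mKate2* AAV replicate 2.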

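The share of retained MG with a UMI of a marker, the dot size of such a plot, was computed per library. For *Slc1a3* it was 96.7% ± 2.16 (SD, n = 2 captures) with *mKate2* AAV and 98.4% ± 0.750 (SD, n = 2) with *Yap5SA* AAV. For *Rlbp1* it was 91.9% ± 7.18 and 93.0% ± 5.27, and for *Aqp4* 91.1% ± 6.43 and 92.6% ± 3.14. These shares rise with depth. In cells thinned to 2000 UMIs they were 92.5% and 93.3% for *Slc1a3*, 83.1% and 82.0% for *Rlbp1* and 73.1% and 71.6% for *Aqp4*, so the direction of the last 2 changed. Of the markers given here *Gfap* had the widest spread, at 8.74% and 24.9% of cells in *mKate2* AAV replicates 1 and 2 and 43.8%, 40.9% and 3.21% in *Yap5SA* AAV replicates 1, 2 and 3.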

Although immunostaining and flow cytometry supported the generation of newly derived SOX9+/LHX2+ MG and rare SCGN+, CABP5+, and PKCα+ daughter cells, marker-based analyses alone cannot establish whether these cells acquire a stable transcriptional identity. To define the molecular state of YAP5SA-induced progeny at single-cell resolution, we performed single-cell mRNA sequencing (scRNA-seq) on fluorescent-activated cell sorting (FACS)-isolated tdTomato^+^ lineage-labeled cells. 

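Sorted tdTomato+ cells were taken 56 days after injection of 2 μL of AAV, from 16 pooled retinas that received *mKate2* AAV and 21 pooled retinas that received *Yap5SA* AAV. The 10× Genomics libraries analysed here are 2 of *mKate2* AAV and 3 of *Yap5SA* AAV. For each library the authors deposited the number of unique molecular identifiers (UMIs) that Cell Ranger counted per gene and cell, without normalization, for the barcodes it had called as cells. The lists hold 33696 mouse genes and no entry for the AAV transgenes. The lowest UMI count of a cell was 500 or 501 in every library. *mKate2* AAV replicates 1 and 2 held 2748 and 7729 cells with 13614102 and 50938304 UMIs. *Yap5SA* AAV replicates 1, 2 and 3 held 1407, 1364 and 3409 cells with 13132765, 12317170 and 16035182 UMIs. *Yap5SA* AAV replicates 1 and 2 shared 1361 cell barcodes, 99.8% of those of the smaller library, while no other pair of libraries shared more than 0.218%. Over 18148 genes the summed counts of these libraries differed by less than the sampling noise (chi-square per degree of freedom 0.426), and 97.7% of the UMIs of replicate 2 in the shared cells had a counterpart in replicate 1 for the same cell and gene. They were therefore counted as 1 capture of cells, by the mean of both, which leaves 2 captures per condition. An exact two-sided permutation test of 2 captures against 2 cannot give a p under 0.333. Clusters were made by Leiden clustering of a nearest-neighbour graph (k = 15) after Seurat's reciprocal PCA integration of the libraries, in place of scVI. Cell types were named by marker lists. For tests across genes, counts were summed per library over the cells of a population, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied to the 4 captures. Errors are standard deviations between captures, and intervals for shares of cells are exact Clopper-Pearson 95% intervals, which cover counting error only.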

Unsupervised clustering identified two principal populations (Fig. 4D), with cells from both *mKate2*- and *Yap5SA* AAV-infected retinas represented in each cluster. 

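After quality control 13080 cells remained, 8220 from *mKate2* AAV and 4860 from *Yap5SA* AAV libraries. These numbers and the sizes of populations below count the cells of *Yap5SA* AAV replicates 1 and 2 in both libraries, and with 1 of the 2 left out 11993 cells remained. Principal populations were clusters of at least 5% of the cells at the lowest Leiden resolution that gave at least 2 of them, which was 0.01. There were 4. The largest held 9926 cells (75.9%) and expressed MG markers. A population of 1517 cells (11.6%) expressed markers of microglia and macrophages, and one of 978 cells (7.48%) expressed rod markers. The remaining population of 659 cells (5.04%) expressed amacrine and bipolar markers and was left without a name. Each of the 4 contained cells of both conditions, although the unnamed population held 2, 539, 1, 0 and 117 cells of *mKate2* AAV replicates 1 and 2 and *Yap5SA* AAV replicates 1, 2 and 3, respectively. The same rule was then applied within the 8874 cells of clusters named MG, a step chosen after the values of all cells had been seen. It gave 2 populations at a resolution of 0.02, one of 6484 cells with lower UMI counts (73.1%) and one of 2390 cells with higher UMI counts (26.9%). The split depended on the clustering. The higher-count population had 3706 of 8910 MG-like cells with genes centred and scaled within library, 1921 of 9405 with only the mitochondrial limit, and 2335 to 2661 cells without ribosomal, mitochondrial and stress genes or without integration. With 2 settings chosen after seeing the data, it had 756 of 7019 with clusters made from 1 of the duplicate libraries and 1306 of 8874 with MG-like cells integrated on their own. Cells of each library lay in both. *mKate2* AAV replicates 1 and 2 contributed 1065 and 3102 cells to the lower-count population, and *Yap5SA* AAV replicates 1, 2 and 3 contributed 452, 433 and 1432.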

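Dissociation stress was measured in the MG populations by a list of 20 immediate-early and heat-shock genes, among them *Fos*, *Jun*, *Egr1*, *Atf3*, *Hspa1a* and *Dnajb1*. Their summed expression in the larger, lower-count population was 2963 and 6633 CPM (counts scaled to a common library total) in *mKate2* AAV replicates 1 and 2 and 3266, 3303 and 5848 CPM in *Yap5SA* AAV replicates 1, 2 and 3. In the higher-count population it was 2925, 56249, 5127, 5134 and 29444 CPM in the same order. The mean log2 ratio of the lower-count over the higher-count population was −1.51 ± 1.44 (SD, n = 4 captures), and the captures lay between −3.08 and 0.02. The ratio was not tested, since the clusters were made from the same genes. Of the 20 genes, 10, 20, 17, 16 and 19 had more CPM in the higher-count population of the 5 libraries, in the same order. With clusters made without ribosomal, mitochondrial and stress genes the mean ratio was −1.42. Mitochondrial genes made up a median of 5.96% of the UMIs of a cell in the lower-count population and 2.38% in the higher-count population. By library the direction differed, with 1.60% against 2.68% in *Yap5SA* AAV replicate 1 and 7.54% against 1.21% in *mKate2* AAV replicate 2.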

Quality control analysis revealed that the larger cluster, both *Yap5SA* AAV and controls, exhibited signatures consistent with dissociation-associated stress (Fig. S4). 

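The higher-count MG population is called retained MG here. It held 904 and 373 cells of *mKate2* AAV replicates 1 and 2 and 461, 465 and 187 cells of *Yap5SA* AAV replicates 1, 2 and 3. Their summed counts came to between 3300340 UMIs in *Yap5SA* AAV replicate 3 and 9655045 in *mKate2* AAV replicate 1. In the 3 libraries whose gene list has an entry for tdTomato, a tdTomato UMI was found in 51.2% of the retained MG of *mKate2* AAV replicate 1 (95% interval 47.9 to 54.5, median 9394 UMIs per cell). The share was 72.5% in *Yap5SA* AAV replicate 1 (68.1 to 76.5, median 15309) and 69.9% in *Yap5SA* AAV replicate 2. Cells named microglia and macrophages, which should lack the reporter, had a tdTomato UMI in 5.26% (median 11266 UMIs), 4.58% (13102) and 3.31% (12275) of cells in the same libraries. In the lower-count population the shares were 24.5%, 43.4% and 42.7%, at medians of 1399, 3550 and 3553 UMIs.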

We therefore excluded this compromised population and restricted subsequent analyses to the transcriptionally robust MG cluster.

Reference mapping to the Mouse Retina Cell Atlas (MRCA) (27) using scPoli demonstrated that both *mKate2* control and *Yap5SA* lineage-labeled cells mapped to MG with high and comparable confidence (Fig. 4E and F). 

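Reference mapping was not repeated, and the share of cells in clusters named MG by 12 marker genes is given in its place. The paper mapped only cells that PopV had kept as high-confidence MG. The share given here is over all sorted cells that passed quality control, so it does not measure mapping confidence. The clusters of Leiden resolution 1 named MG held 95.9% and 56.4% of the cells of *mKate2* AAV replicates 1 and 2. They held 82.5%, 82.6% and 60.7% of the cells of *Yap5SA* AAV replicates 1, 2 and 3. The means of captures were 76.1% ± 27.9 (SD, n = 2) and 71.6% ± 15.4 (SD, n = 2), a difference of −4.47 percentage points (exact permutation test, two-sided, p = 1). Among the libraries processed with Cell Ranger 8.0.0 the difference was −13.3 points, and among those processed with 9.0.1 it was 4.37 points. Without *mKate2* AAV replicate 1 it was 15.3 points, so the direction rests on single libraries. Within retained MG, cells with at least 2000 UMIs were thinned to that depth at random. MG markers then held 2.78% ± 0.654 (SD, n = 2 captures) of the UMIs with *mKate2* AAV and 2.76% ± 0.720 (SD, n = 2) with *Yap5SA* AAV (exact permutation test, two-sided, p = 1).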

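The 9 MG markers plotted in Fig. 4G were tested between conditions in retained MG, with counts summed per library. None reached an adjusted p of 0.05 by edgeR, none had an unadjusted p under 0.05, and the count was 0 by DESeq2 and also 0 adjusted over the list alone. With the capture of *Yap5SA* AAV replicates 1 and 2 left out, *Gfap* was called when adjusted over the list alone, at a log2 fold change of −4.25. Their log2 fold changes (*Yap5SA* over *mKate2* AAV) ran from −0.20 for *Aqp4* to 0.56 for *Gfap*, with a median size of 0.11. Of the 9, 3 were higher and 6 lower with *Yap5SA* AAV. *Glul* (ENSMUSG00000026473, chromosome 1 of GRCm39 from 153775690 to 153785469) had 5223 ± 274 CPM (SD, n = 2 captures) with *mKate2* AAV and 4950 ± 2040 CPM (SD, n = 2) with *Yap5SA* AAV. *Slc1a3* (ENSMUSG00000005360, chromosome 15 from 8663604 to 8741595) had 1543 ± 158 and 1614 ± 300.2 CPM. *Sox9* (ENSMUSG00000000567, chromosome 11 from 112673009 to 112678586) had 646 ± 318 and 639 ± 221 CPM. *Gfap* (ENSMUSG00000020932, chromosome 11 from 102778159 to 102791738) had a log2 fold change of 0.56 with a standard error of 1.52 (adjusted p = 1 from edgeR's test). Its expression was 17.3 and 70.7 CPM in the *mKate2* AAV captures, 133 in the capture of *Yap5SA* AAV replicates 1 and 2 and 2.42 in *Yap5SA* AAV replicate 3, so its direction depends on single captures. Of 29 clusters of all cells at resolution 1, 4 were led by bipolar markers. They held 532 cells, of which 2 and 444 came from *mKate2* AAV replicates 1 and 2 and 1, 0 and 85 from *Yap5SA* AAV replicates 1, 2 and 3. Their share of cells was 3.65% ± 5.02 (SD, n = 2 captures) with *mKate2* AAV and 1.62% ± 2.22 (SD, n = 2) with *Yap5SA* AAV (exact permutation test, two-sided, p = 0.667).

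**Figure D1:**
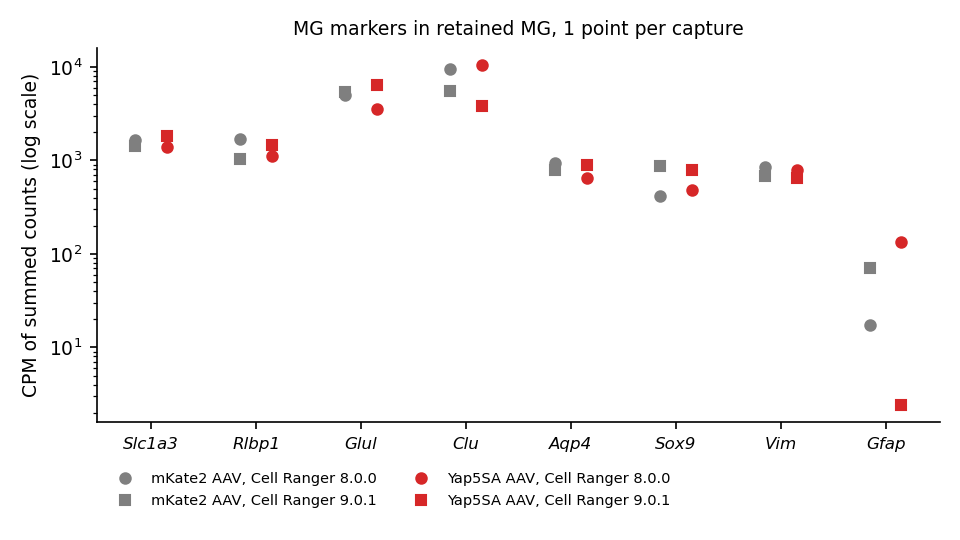
Expression of the MG markers in retained MG, as CPM of summed UMIs on a log axis, with 1 point per capture, coloured by condition and shaped by Cell Ranger version. The points of both conditions overlap for each of the 8 markers drawn, and the widest spread is that of *Gfap*, from 2.42 to 133 CPM.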

Canonical MG marker expression was nearly indistinguishable between conditions (Fig. 4G), and we did not detect a distinct *Scgn-*, *Cabp5-*, or *Prkca*-expressing cluster within the lineage-labeled compartment. These findings indicate that YAP5SA-induced proliferation primarily results in faithful MG self-renewal, thereby supporting *bona fide* MG regeneration. 

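Over all 14435 genes tested in retained MG, edgeR called 0 between *Yap5SA* and *mKate2* AAV at an adjusted p of 0.05, with 31 genes at an unadjusted p under 0.05, and DESeq2 called 0, with 26. In counts simulated with the spread of these captures, edgeR called 0 of 200 genes changed 2-fold and 64.0% of 200 genes changed 8-fold. With 0.1 of that dispersion it called 81.0% of the genes changed 2-fold, so the spread between captures limits these calls. With the processing batch as a term of the model edgeR called 0 genes (72 at an unadjusted p under 0.05). With no filter on low counts it called 15 of 23002 genes, 2 higher and 13 lower with *Yap5SA* AAV. Of these 15, 13 had most of their counts in *mKate2* AAV replicate 2, 4 are on the marker list of microglia and macrophages, and 8 were among the genes tested with the filter. *Yap1* itself (ENSMUSG00000053110, chromosome 9 from 7932000 to 8004661) had 45.2 ± 4.71 CPM (SD, n = 2 captures) with *mKate2* AAV and 45.8 ± 13.7 CPM (SD, n = 2) with *Yap5SA* AAV, a log2 fold change of −0.03 (standard error 0.37, adjusted p = 1 from edgeR's test). From the mapping of cells of both conditions to MG, the like expression of MG markers and the lack of a separate cluster with bipolar markers, the paper concludes that proliferation induced by YAP5SA results mainly in MG self-renewal.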

The absence of a discrete bipolar cell transcriptional program suggests that the SCGN+/CABP5+/PKCα+ cells observed by immunostaining either fall below single-cell detection thresholds or represent transient, incomplete lineage excursions rather than durable neuronal differentiation. Collectively, these data demonstrate that transient YAP activation expands the MG pool while preserving core glial identity.

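A UMI of *Scgn* (ENSMUSG00000021337, chromosome 13 of GRCm39 from 24137420 to 24175197), *Cabp5* (ENSMUSG00000005649, chromosome 7 from 13132057 to 13142812) or *Prkca* (ENSMUSG00000050965, chromosome 11 from 107824212 to 108235099) was looked for in retained MG at a depth of 2000 UMIs per cell. Any of the 3 was found in 7.95% and 18.5% of cells of *mKate2* AAV replicates 1 and 2 and in 20.3%, 20.1% and 10.1% of cells of *Yap5SA* AAV replicates 1, 2 and 3. The means were 13.2% ± 7.45 (SD, n = 2 captures) and 15.1% ± 7.17 (SD, n = 2), a difference of 1.91 points (exact permutation test, two-sided, p = 0.667). Without *mKate2* AAV replicate 1 the difference was −3.36 points, so its direction rests on single libraries. Unthinned, the means were 40.1% and 50.7%. *Prkca* accounted for nearly all of these cells, with means of 12.9% and 15.1%. *Scgn* was found in 2 of 1173 cells of *mKate2* AAV and *Cabp5* in 1 of them. In the 623 cells of *Yap5SA* AAV replicates 1 and 3 each was found in 0 cells, which allows a share of up to 0.482%, and *Cabp5* was found in 1 of 457 cells of replicate 2. Unthinned, *Cabp5* was found in 4 of 904 and 5 of 373 cells of *mKate2* AAV replicates 1 and 2. It was found in 1 of 461, 1 of 465 and 3 of 187 cells (1.60%, 0.332 to 4.62) of *Yap5SA* AAV replicates 1, 2 and 3. *Scgn* was found unthinned in 1 of 904 and 6 of 373 cells of *mKate2* AAV replicates 1 and 2. In *Yap5SA* AAV replicates 1, 2 and 3 it was found unthinned in 1 of 461, 1 of 465 and 0 of 187 cells. Cells named microglia and macrophages held a *Prkca* UMI in 2.88% of cells with *mKate2* AAV (median 3709 UMIs before thinning, against 10544 in retained MG) and in 6.70% with *Yap5SA* AAV (9969 against 15928). Unthinned, 25.5% of these cells of *Yap5SA* AAV replicate 1 held a *Prkca* UMI, and 0 of 153 held one of *Scgn* or *Cabp5*. Their *Prkca* share may therefore be expression and is not taken as a background. The microglia and macrophages, which should lack *Scgn* and *Cabp5*, held a *Scgn* UMI in 0.125% and a *Cabp5* UMI in 0.375% of cells with *mKate2* AAV. In *Yap5SA* AAV replicate 3, 0 of 69 microglia and macrophages held a *Cabp5* UMI unthinned, which allows up to 4.35%, so its background there is not known closely. Rod-like cells held a *Prkca* UMI in 52.7% and 45.7% of cells and the clusters led by bipolar markers in 23.6% and 25.3%, so such a UMI does not by itself mark bipolar cells here. No retained cell held UMIs of at least 3 of 11 bipolar markers. With 0 of 843 and 0 of 330 cells this allows a share of up to 0.356% and 0.909% in *mKate2* AAV replicates 1 and 2, and with 0 of 454, 0 of 457 and 0 of 169 cells up to 0.661%, 0.656% and 1.78% in *Yap5SA* AAV replicates 1, 2 and 3. Retained MG were taken from clusters named MG, so cells with several bipolar markers may already have been placed in other clusters. These limits therefore do not bound bipolar-like cells among all sorted cells. In the clusters led by bipolar markers, 72.8% of the cells of *mKate2* AAV replicate 2 (68.2 to 77.1) and 76.0% of those of *Yap5SA* AAV replicate 3 (64.7 to 85.1) held at least 3. Those clusters were picked by the same 11 markers.

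**Figure D2:**
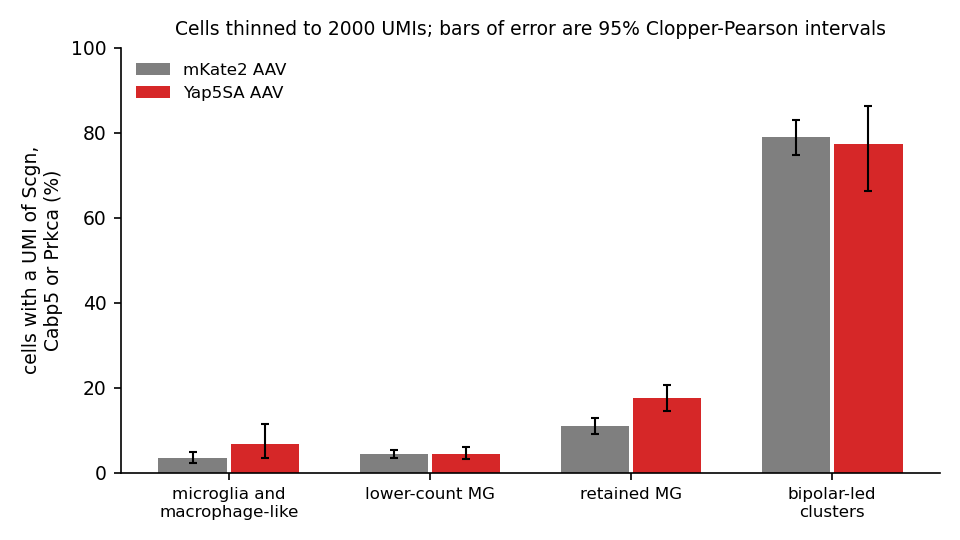
Share of cells with a UMI of *Scgn*, *Cabp5* or *Prkca* at 2000 UMIs per cell, in percent, by cell group and condition, over cells pooled within the condition. Bars are shares and error bars 95% Clopper-Pearson intervals, which cover counting error only and not the spread between captures. Retained MG stand at 10.9% and 17.5%, and the clusters led by bipolar markers at 79.1% and 77.3%. Of the 1173 pooled retained MG of *mKate2* AAV, 843 came from replicate 1. By capture the means of retained MG were 13.2% and 15.1% (exact permutation test, two-sided, p = 0.667).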

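Fixed lists of genes were tested between conditions in retained MG with limma's fry, and 0 of 7 reached an adjusted p of 0.05, all with an adjusted p of 0.927. The median log2 fold changes (*Yap5SA* over *mKate2* AAV) were −0.12 for 19 YAP targets, −0.32 for 9 cell cycle genes and −0.41 for 14 gliosis genes. They were 0.26 for 12 progenitor and neurogenic genes, −0.24 for 4 bipolar genes, 0.39 for 10 rod genes and −0.91 for 20 dissociation stress genes. By limma's camera with its preset correlation, the gliosis list was lower with *Yap5SA* AAV (adjusted p = 1.65e-04, 3 of 14 genes higher) and so was the rod list (adjusted p = 0.0215), although the median of the rod list was above 0. Neither call held under fry or under camera with an estimated correlation, which called 0 lists (adjusted p from 0.632 to 0.715). With the processing batch in the model the median of the stress list was 0.40 and that of the rod list −0.63, so both changed sign. *Lhx2* (ENSMUSG00000000247, chromosome 2 from 38229293 to 38259759) had 193 ± 7.51 CPM (SD, n = 2 captures) with *mKate2* AAV and 188 ± 63.4 CPM (SD, n = 2) with *Yap5SA* AAV, a log2 fold change of −0.09 (standard error 0.44, adjusted p = 1 from edgeR's test). *Ccnd1* had 62.6 ± 21.2 and 76.9 ± 32.6 CPM. *Mki67* was counted 0 and 12 times in retained MG of *mKate2* AAV replicates 1 and 2 and 6, 7 and 2 times in *Yap5SA* AAV replicates 1, 2 and 3, too few to be tested.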

In summary, transient activation of YAP in adult mammalian MGs is sufficient to induce robust, self-limited proliferation, and generate stable postmitotic progeny in the absence of injury or forced expression of neurogenic transcription factors. However, rigorous intersectional lineage tracing and single-cell transcriptomics reveal that proliferative MGs overwhelmingly undergo faithful self-renewal, with rare cells exhibiting bipolar-associated features and no evidence of sustained neuronal reprogramming. These findings resolve a central question in retinal regeneration by demonstrating that proliferative competence and neurogenic competence are mechanistically separable states in the adult mammalian retina. YAP-driven cell-cycle reentry alone is insufficient to restore embryonic-like multipotency, but it reveals a tightly regulated window of plasticity that may serve as a substrate for combinatorial reprogramming strategies. Importantly, controlled expansion of the MG population may itself confer biological advantages. An increased pool of transcriptionally authentic MGs could enhance the retina's metabolic support, structural stability, and stress-buffering capacity, potentially improving resilience to injury while preserving a homeostatic glial reservoir from which neurogenic programs might subsequently be engaged. By defining the intrinsic limits and potential benefits of MG expansion in vivo, this work establishes a mechanistic foundation for rational strategies that balance glial preservation with neuronal regeneration.

## Materials and methods

### Mouse strains and genotyping

All animal procedures were performed in accordance with protocols approved by the Institutional Animal Care and Use Committee at Baylor College of Medicine and adhered to the guidelines set forth in the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Mice were housed in a temperature-controlled facility with a 12-h light/dark cycle and provided food and water ad libitum. *Rosa26-Ai65^+/ki^* (JAX stock #021875) (28) and *Glast-CreERT2^+/tg^* (29) mice were maintained on a *C57BL/6J* background and genotyped by PCR using established protocols. *C57BL/6J* (JAX stock #000664) mice we acquired from the Jackson lab. As no sex-related differences were observed, data from male and female animals were pooled for analysis.

### AAV construction

Using the following sequences, AAV constructs were assembled using VectorBuilder's custom cloning service and packaged into ShH10 (Addgene no. 64867) serotype vectors: *CBh* promoter (Addgene no. 105921), *Gfap* promoter (Addgene no. 50473), *EGFP* cDNA (VectorBuilder), *mKate2* cDNA (Addgene no. 105921), *FlpO* cDNA (Addgene no. 13793), and *Yap5SA* cDNA (James Martin's laboratory). Aliquots of AAV vectors were stored at −80 °C and thawed on ice immediately before use.

### Tamoxifen, EdU, and AAV injections

To activate *Glast-CreERT2*, tamoxifen (Sigma, T5648) was administered via intraperitoneal (IP) injection at a dose of 75 mg/kg body weight daily for five consecutive days. For labeling cells in S phase, 5-ethynyl-2′-deoxyuridine (EdU) (Sigma 900584) was injected IP at 50 mg/kg body weight.

For intravitreal AAV injections, mice were anesthetized with isoflurane, and one drop of 0.5% proparacaine hydrochloride was applied to the eye to be injected. The anesthetized mouse was positioned on its side on a warming pad under a dissecting microscope. A sterile 28G hypodermic needle was inserted into the postlimbal region with the bevel facing upward to avoid damaging the lens. After creating the entry site, the needle was removed, and excess vitreous fluid was gently wiped away using a sterile cotton swab. A sterile 33G blunt needle attached to a Hamilton syringe was then inserted through the puncture site, past the lens, and into the vitreous chamber to deliver 2 μL of either *mKate2* AAV (3.79 × 10^12^ genome copies/mL) or *Yap5SA* AAV (1.63 × 10^12^ genome copies/mL). The virus was slowly injected over approximately 10 seconds. Following the injection, the needle was held in place for an additional 10 s before slow withdrawal to prevent reflux. After the injection, veterinary ophthalmic antibacterial ointment (Bacitracin Zinc and Polymyxin B) was applied to the eye. Mice were monitored continuously on the warming pad until full recovery from anesthesia, indicated by the return to sternal recumbency.

### Immunofluorescence, EdU labeling, and confocal microscopy

Mice were euthanized by CO_2_ inhalation followed by thoracotomy. Dissected eyecups were fixed in 4% paraformaldehyde (PFA) for 1 h at 4 °C, followed by three 10-min phosphate-buffered saline (PBS) washes at 4 °C, then immersed in 30% sucrose at 4 °C until they sank. Tissues were subsequently embedded in optimal cutting temperature compound (OCT) and stored at −80 °C prior to sectioning. Cryosections were cut at 20 μm, postfixed in 4% PFA for 15 min, and then washed three times for 10 min each in PBS. For EdU detection, the Click-IT EdU Alexa Fluor 488 or 647 kit (Thermo Fisher) was used according to the manufacturer's instructions. For immunofluorescence, sections were incubated at room temperature for 2 h in a blocking solution containing either 2% normal goat serum or donkey serum and 3% bovine serum albumin in 0.1 M PBS (pH 7.4), followed by overnight incubation with primary antibodies in a humidified chamber at 4 °C. Slides were then rinsed three times in PBS and incubated with secondary antibodies for 2 h at room temperature in the dark. DAPI was included in the secondary antibody solution at a 1:500 dilution. Following incubation, slides were rinsed three times in PBS and mounted using Fluoromount-G (SouthernBiotech). Confocal imaging was performed using a Zeiss LSM 880 microscope with 40× objectives. To ensure consistency across samples, all images were acquired using identical settings for laser power, detector gain, scan speed, and pinhole size. Z-stack images were captured with a uniform step size and thickness.

The following primary antibodies were used: rabbit-SOX9 (1:500, Millipore, AB5535), rabbit-GFAP (1:1,000, Dako, Z0334), rabbit-KI67 (1:500, Abcam 15580), rabbit-CYCLIN D1 (1:1,000, Thermo Fisher, 9104), goat-GFP (1:1,000, NB100-1770), mouse-FLAG (1:250, Sigma, F1804), mouse-HuC/D (1:100, Invitrogen, A-21271), rabbit-RBPMS (1:500, PhosphoSolutions, 1830-RBPMS), rabbit-SCGN (1:800, Cell Signaling 15037), rabbit-PKCα (1:500, Sigma, P4334), rabbit-CABP5 (1:250, Thermo BS-12160R), rabbit-LHX2 (1:350, PA5-78287, XJ4093508C), rabbit-CASPASE 3 (1:400, BD, 559565), and rabbit-IBA1 (Invitrogen, 178847). Secondary antibodies: Alexa Fluor 488, 555, or 647-conjugated (1:400, Life Technologies).

### RNA extraction and quantitative real-time PCR

Retinas from control and experimental mice were dissected, and total RNA was extracted using the RNeasy Mini Kit (QIAGEN). Reverse transcription was carried out with the SuperScript III First-Strand Synthesis Kit (Invitrogen), using a combination of Oligo(dT)20 and random hexamer primers. Quantitative real-time PCR (qRT-PCR) was performed using the TaqMan Gene Expression Assay (Applied Biosystems) with a probe specific for *Cyclin D1* (Mm00432359). Reactions were run on a StepOnePlus Real-Time PCR System (Life Technologies) under the following cycling conditions: 50 °C for 2 min, 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min.

### Western blot analyses

Dissected retinas were homogenized in ice-cold lysis buffer (Thermo Scientific 1861603) containing protease and phosphatase inhibitors and centrifuged at 4 °C (2,000 RPM, 10 min). 20 to 25 μg of clarified protein lysates were loaded onto a 4–15% Tris/Glycine precast gel (BioRad, 5671084) for electrophoresis and transferred (30 V, overnight) onto Immobilon-P PVDF membranes using the Criterion System BioRad. Membranes were washed in TBS-T pH 7.4 (20 mM Tris, 137 mM NaCl, 0.1% Tween 20) and blocked for 1 h at RT with 5% nonfat milk. At least three independent control and treated samples were probed with anti-FLAG (1:1,000, Sigma, F1804) or anti-GADPH (1:3,000, Millipore, MAB374) primary antibodies in 5% milk, overnight at 4 °C. Membranes were then washed in TBS-T, incubated with HRP-conjugated secondary antibodies (1 h, room temperature), detected with Clarity Western ECL Substrate (Bio-Rad #170-5060), and imaged with the Chemidoc Touch Imager (Bio-Rad).

### Tissue dissociation and cell sorting

Retinas were dissected in ice-cold PBS and enzymatically dissociated using 10 units of papain and 60 units of DNase (500 μL/30 μL for 3–6 retinas) for 25–30 min in a shaking water bath at 37 °C. Following digestion, tissues were gently triturated 10 times with a fire-polished pipette, and the reaction was quenched by adding EBSS containing ovomucoid and DNase. The resulting cell suspension was filtered through a 40 μm strainer and centrifuged at 900 RPM for 8–10 min.

For FACS prior to scRNA-seq, cell pellets were resuspended in a solution of DNase, ovomucoid, and Neurobasal medium (1:1:10) and kept on ice. FACS was performed using a Sony MA900 cell sorter (BD Biosciences) with an 80-micron nozzle to isolate tdTomato-positive and -negative cells. Sorted cells were collected into prechilled tubes containing 0.04% ultrapure BSA in 0.1 M PBS and immediately processed for single-cell RNA sequencing.

For flow cytometry and quantification of EdU-positive cells, cell pellets were washed with 0.1 M PBS and fixed in 2% PFA for 30 min at room temperature. After fixation, cells were permeabilized with 0.5% Triton X-100 for 30 min at room temperature, then washed with 2% BSA. EdU labeling was performed using the Click-iT Plus EdU Alexa Fluor 647 kit (ThermoFisher) according to the manufacturer's protocol. Cells were incubated in the reaction cocktail for 30 min, washed with 2% BSA, and resuspended in 0.1 M PBS. Tomato-positive and EdU-positive populations were quantified using the Symphony flow cytometer (Life Technologies).

### Single-cell mRNA sequencing

Single-cell RNA sequencing was performed using the 10× Genomics Chromium platform (10× Genomics, Pleasanton, CA). FACS-purified tdTomato+ cells from AAV-control (*n* = 16 retinas pooled) and AAV-YAP5SA-infected retinas (*n* = 21 retinas pooled) at 56 days postinjection processed immediately after sorting. Cell concentration and viability were assessed, and approximately 10,000 viable cells per condition were loaded onto the Chromium Controller for single-cell capture and barcoding using the Chromium Single Cell 3′ Reagent Kit v3.1 (10× Genomics, PN-1000269). Following reverse transcription and barcoded cDNA amplification according to the manufacturer's protocol, sequencing libraries were prepared and submitted to Admera Health (South Plainfield, NJ) for sequencing. Libraries were pooled and sequenced on an Illumina NovaSeq X Plus platform using 10B flow cells with 2 × 150 bp paired-end sequencing (NovaSeq X Plus 10B 2 × 150 configuration) to achieve a target depth of ∼50,000–100,000 reads per cell. Demultiplexing was performed by the sequencing facility, and raw sequencing data were delivered via Illumina BaseSpace with MD5 checksums and quality control summary reports.

### scRNA-seq quality control and downstream analysis

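The headers of the deposited counts name Cell Ranger 8.0.0 for *mKate2* AAV replicate 1 and *Yap5SA* AAV replicates 1 and 2, whose gene lists add tdTomato. They name Cell Ranger 9.0.1 for *mKate2* AAV replicate 2 and *Yap5SA* AAV replicate 3, whose lists do not. Each of these 2 processing batches holds both conditions. The median UMI count of a cell that passed quality control was 3318 in *mKate2* AAV replicate 1 and 9896 and 9459 in *Yap5SA* AAV replicates 1 and 2. It was 3471 in *mKate2* AAV replicate 2 and 2677 in *Yap5SA* AAV replicate 3.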

10× genomics gene expression libraries were aligned to the GRCm39 reference genome (refdata-gex-GRCm39-2024-A) using Cell Ranger v.8.0.0. The resulting count matrices were processed in Scanpy (30) to remove low-quality cells on a per-sample basis. Cells were excluded if their log-transformed total counts, log-transformed distinct genes, or percentage of counts in the top 20 highly expressed genes fell outside four median absolute deviations (MADs) from the sample median. Additionally, cells were excluded if their mitochondrial transcript fraction exceeded 15% or deviated by more than three MADs from the sample median.

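These limits, with unscaled deviations, passed 2054 and 6166 cells of *mKate2* AAV replicates 1 and 2 and 1107, 1087 and 2666 cells of *Yap5SA* AAV replicates 1, 2 and 3. That is 74.7%, 79.8%, 78.7%, 79.7% and 78.2% of the deposited cells, or 78.0% ± 2.25 (SD, n = 4 captures). The 15% limit on mitochondrial UMIs was exceeded by 638, 1466, 126, 118 and 677 cells in the same order, and the limit by deviations of the mitochondrial share by 682, 916, 276, 256 and 556. The share of the 20 most abundant genes removed 309, 436, 115, 104 and 412 cells, and a cell could fail several limits. With the 15% limit alone, 82.3% of cells passed.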

To integrate the samples, we trained an scVI model (31) using default parameters on the raw counts of the 3,000 most highly variable genes, selected using the Seurat v3 dispersion method (32). A k-nearest neighbor graph (*k* = 15) was constructed from the scVI latent embedding, followed by unsupervised Leiden clustering and Uniform Manifold Approximation and Projection (UMAP) for dimensional reduction and visualization.

To optimize computational efficiency, the MRCA (27) reference dataset was first randomly down-sampled to a maximum of 8,000 cells per annotated cell class. For robust, automated cell type annotation, label transfer analysis was performed using PopV (33), with the down-sampled MRCA serving as the reference. Reference annotations at the “majorclass” level were mapped to our query cells. We retained only high-confidence MG and excluded all other predicted cell types and low-confidence assignments.

Following this filtering step, the high-quality *Yap5SA* and *mKate2* MG were projected onto the MRCA latent space. We trained a semi-supervised scPoli (34) model on the down-sampled MRCA using “majorclass” as the cell type label and sample ID as the batch covariate. The query cells were then mapped to this reference, and a UMAP was calculated using the joint latent representation. Finally, to quantify mapping confidence, the scaled scPoli uncertainty measure was inverted (1-uncertainty score) to derive an intuitive prediction certainty score for each mapped cell.

### Quantification and statistical analysis

#### Confocal image quantification

To assess colocalization of GFP+ and glutamine synthetase (GS)+ pixels as a measure of MG-specific viral transduction, line profile analysis was performed using ZEN software (Zeiss). A single representative profile line was drawn across the retinal section. Pixel intensity values for both the GFP and GS fluorescence channels were measured and plotted as a function of distance along the line, generating a dual-channel intensity profile. Spatial overlap of GFP+ and GS+ intensity peaks along the profile line was used to quantitatively assess colocalization of viral transduction with MG identity.

To quantify the number of proliferating YAP5SA+ MG-derived cells across the proliferation time course, EdU+/tdTomato+ double-positive cells were manually counted from immunostained retinal sections. For each retina, three representative retinal cross-sections were selected, and all EdU+/tdTomato+ double-positive cells visible within each section were counted. Counts from the three sections were averaged to generate a single mean value per retina, which served as the biological replicate value for statistical analysis, with two to four retinas per timepoint. This was applied across all timepoints spanning day 14 through day 56 post-AAV injection.

For all remaining quantifications, images were processed and analyzed using FIJI (ImageJ, NIH). To ensure consistency and objectivity, a manual threshold was determined by evaluating the full set of images for a given staining condition, and the same threshold was then applied uniformly to all images within that condition without further adjustment. Binary masks were generated independently for each thresholded channel. To quantify colocalization between markers (eg SOX9+ pixels overlapping with EdU+/tdTomato+ pixels), binary masks were generated for each fluorescence channel as described above. Pixel counts were determined for each individual mask. The “AND” function in FIJI was applied to compute the pixel-wise logical intersection between the SOX9+ mask and the combined EdU+/tdTomato+ mask, identifying only those pixels that were simultaneously positive in both channels. The resulting overlapping pixel count was expressed as a percentage of the total EdU+/tdTomato+ masked pixels. For each experiment, four to six independent retinas from separate mice were examined.

#### Flow cytometry gating

Flow cytometry data were analyzed using FlowJo software (BD Biosciences). Standard sequential gating was applied to all samples to eliminate cell debris and singlet discrimination to exclude doublets. Subsequent gates for populations of interest (tdTomato+, EdU+, and/or antibody+) were set based on appropriate control samples. For antibody-stained samples, a no-primary antibody control and a no-secondary antibody control were included to establish background fluorescence levels and set gates. For EdU incorporation, a no-EdU control sample was used to define the EdU-negative population and establish the EdU-positive gate. For Annexin V staining, gates were set to be more inclusive to capture cells at early stages of apoptosis; however, obvious cell debris, identified by scatter characteristics, was excluded from analysis.

#### qRT-PCR analysis

qRT-PCR data were analyzed using the Pfaffl method to account for primer-specific amplification efficiencies (35). Mean Ct values for each gene of interest were normalized to the geometric mean of the housekeeping gene, *Hprt*, to control for variation in input RNA quantity and cDNA synthesis efficiency. Each biological sample was run in technical triplicate, and the mean Ct value per sample was used for all statistical comparisons. Data were log_2_-transformed to derive ΔΔCt fold-change values.

#### Statistical analysis

All statistical analyses and graph generation were performed using GraphPad Prism (version 10 or later). Data are presented as mean ± SD with individual data points shown for all graphs. For quantification data derived from measurements taken within the same image or section (eg pixel overlap percentages), a paired Student's t test was used. For all other comparisons between *Yap5SA* AAV and *mKate2* AAV groups, an unpaired Student's t test was used. Prior to each unpaired t test, an F-test was performed to assess equality of variances between groups. If the F-test indicated significant variance differences between groups, Welch's correction was applied to the unpaired t test to account for unequal variances. If variances were not significantly different, a standard unpaired t test without Welch's correction was used. For all comparisons, a *P*-value of <0.05 was considered statistically significant. Sample sizes of four to six independent biological replicates (individual retinas from separate mice) per experimental group were used.

## Supplementary Material

pgag188_Supplementary_Data

## Data Availability

The accession number for the scRNA-seq data reported in this article is GSE322628 and is accessible through the NCBI's Gene Expression Omnibus (GEO) (36).

# Supplementary material for: Transient YAP activation uncovers the neurogenic potential of proliferative mammalian Müller glia
**Source:** PNAS Nexus. 2026 May 28;5(6):pgag188. doi: 10.1093/pnasnexus/pgag188
**Supplement:** pgag188_Supplementary_Data

SUPP. FIGURE 1

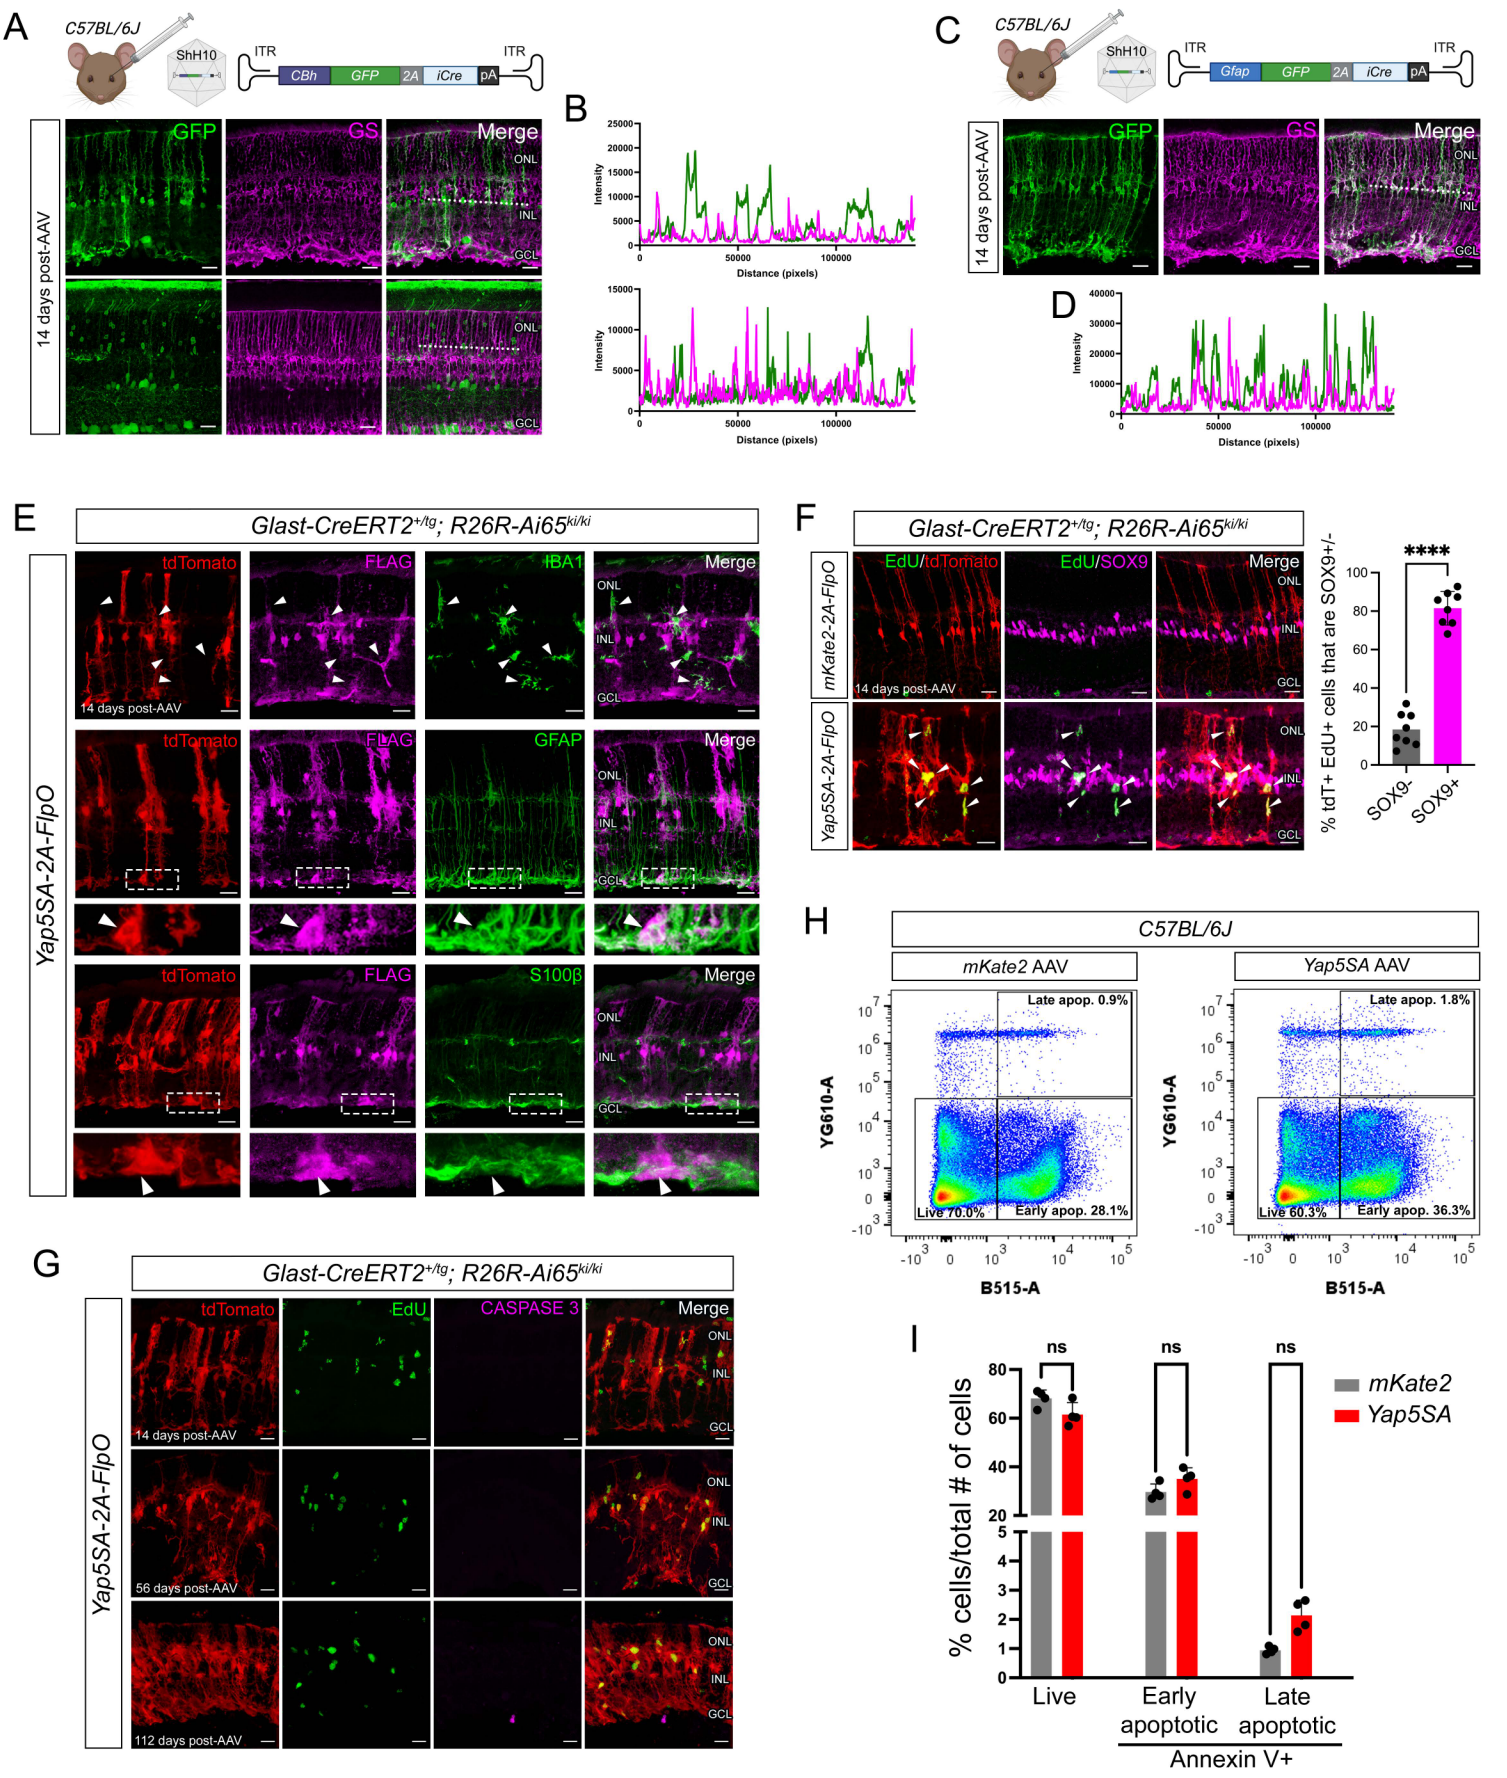

**Supplemental Figure 1.** (A) Top: Schematic of the constitutive *CBh* promoter-driven GFP packaged in the ShH10 capsid and delivered intravitreally. Bottom: Confocal microscopy image showing significant off-target GFP expression outside of the MGs 14 days post-AAV infection. (B) Line profile analysis of GFP and GS fluorescence intensity across the retinal section showing non-overlapping peaks. (C) Top: Schematic of the constitutive *Gfap* promoter-driven GFP packaged in the ShH10 capsid and delivered intravitreally. Bottom: Confocal microscopy image showing greatly improved on-target GFP expression within the MG population 14 days post-AAV infection. (B) Line profile analysis of GFP and GS fluorescence intensity across the retinal section, showing overlapping peaks. (E) IF from *CreERT2<sup>+/tg</sup>; R26R-Ai65<sup>ki/ki</sup>* retinas 14 days post-*Yap5SA* AAV injection showing no co-localization of tdTomato+/FLAG+ cells with the microglial marker IBA1 and astrocyte markers GFAP and S100 $\beta$ . (F) IF at 14 days post-AAV injection and pixel quantification of EdU, tdTomato, and SOX9 showing EdU+ tdTomato+ cells co-localize with SOX9+ MG. (G) IF for activated CASPASE 3 showing no co-localization with EdU+/tdTomato+ cells 14, 56, and 112 days after infection with *Yap5SA* AAV. (H) Cytometry from *mKate2* AAV and *Yap5SA* AAV-infected *C57BL/6J* retinas stained with Annexin V and propidium iodide (PI). (I) Quantification indicating no significant increase in apoptosis due to *Yap5SA* AAV. All quantified data are shown as mean  $\pm$  SD and  $n \geq 3$  biologically independent samples per group. Significant differences between groups were determined using a paired t-test (F) or an unpaired t-test with Welch correction (I). A p-value of  $< 0.05$  was considered significant. Scale bars = 20  $\mu$ m. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . Created in BioRender. Poché, R. (2026) <https://BioRender.com/44pbtxf>

SUPP. FIGURE 2

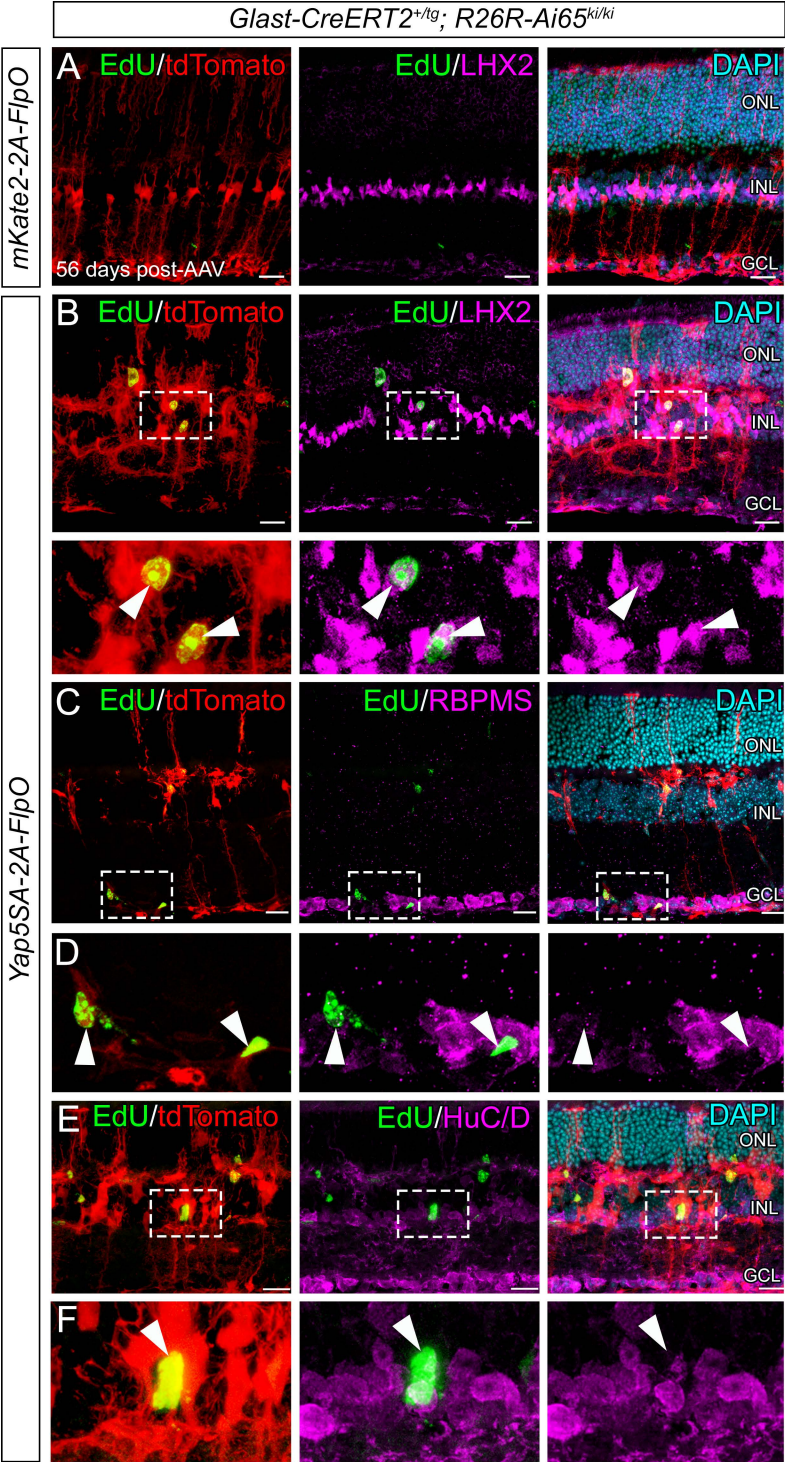

**Supplemental Figure 2. (A-B)** IF showing that *Yap5SA* AAV-derived EdU+/tdTomato+ cells express the MG marker LHX2, but not ganglion and amacrine markers **(C-D)** RBPMS or **(E-F)** HuC/D 56 days post-AAV infection (boxed regions and arrowheads). Scale bars = 20  $\mu$ m.

SUPP. FIGURE 3

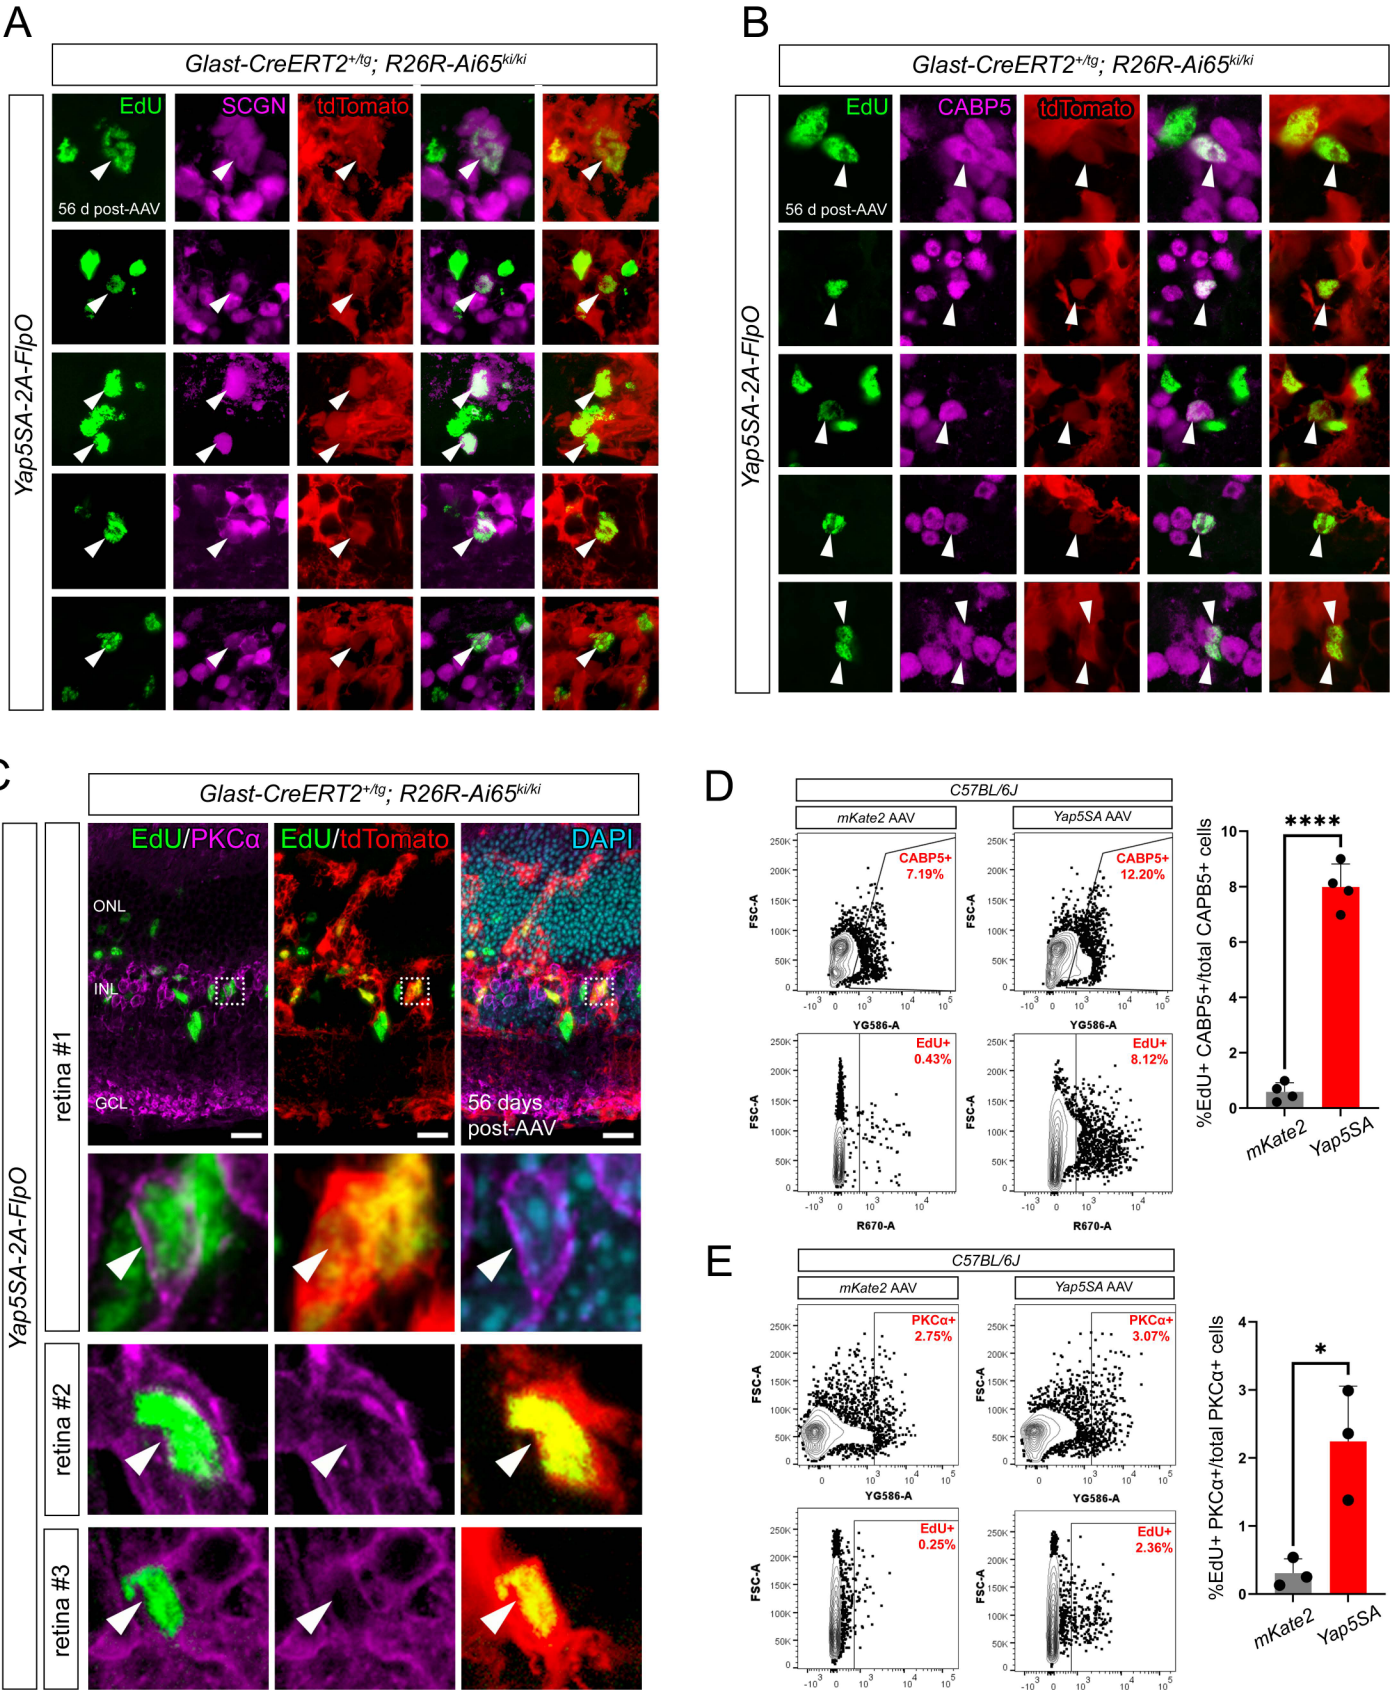

**Supplemental Figure 3. (A-C)** IF showing high magnification examples of *Yap5SA* AAV-derived EdU+/tdTomato+ cells that express the bipolar cell markers SCGN **(A)**, CABP5 **(B)**, and PKC $\alpha$  **(C)** 56 days post-*Yap5SA* AAV infection (arrowheads). **(D-E)** Cytometry from *C57BL/6J* mice 28 days after infection with either *mKate2* or *Yap5SA* AAV, showing an increase in the % of CABP5 + cells **(D)** and PKC $\alpha$ + cells **(E)** that are also EdU+, specifically in the *Yap5SA* AAV-infected retinas. All quantified data are shown as mean  $\pm$  SD and  $n \geq 3$  biologically independent samples per group. Significant differences between groups were determined using an unpaired t-test. A p-value of  $< 0.05$  was considered significant. Scale bars = 20  $\mu\text{m}$ . \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ .

SUPP. FIGURE 4

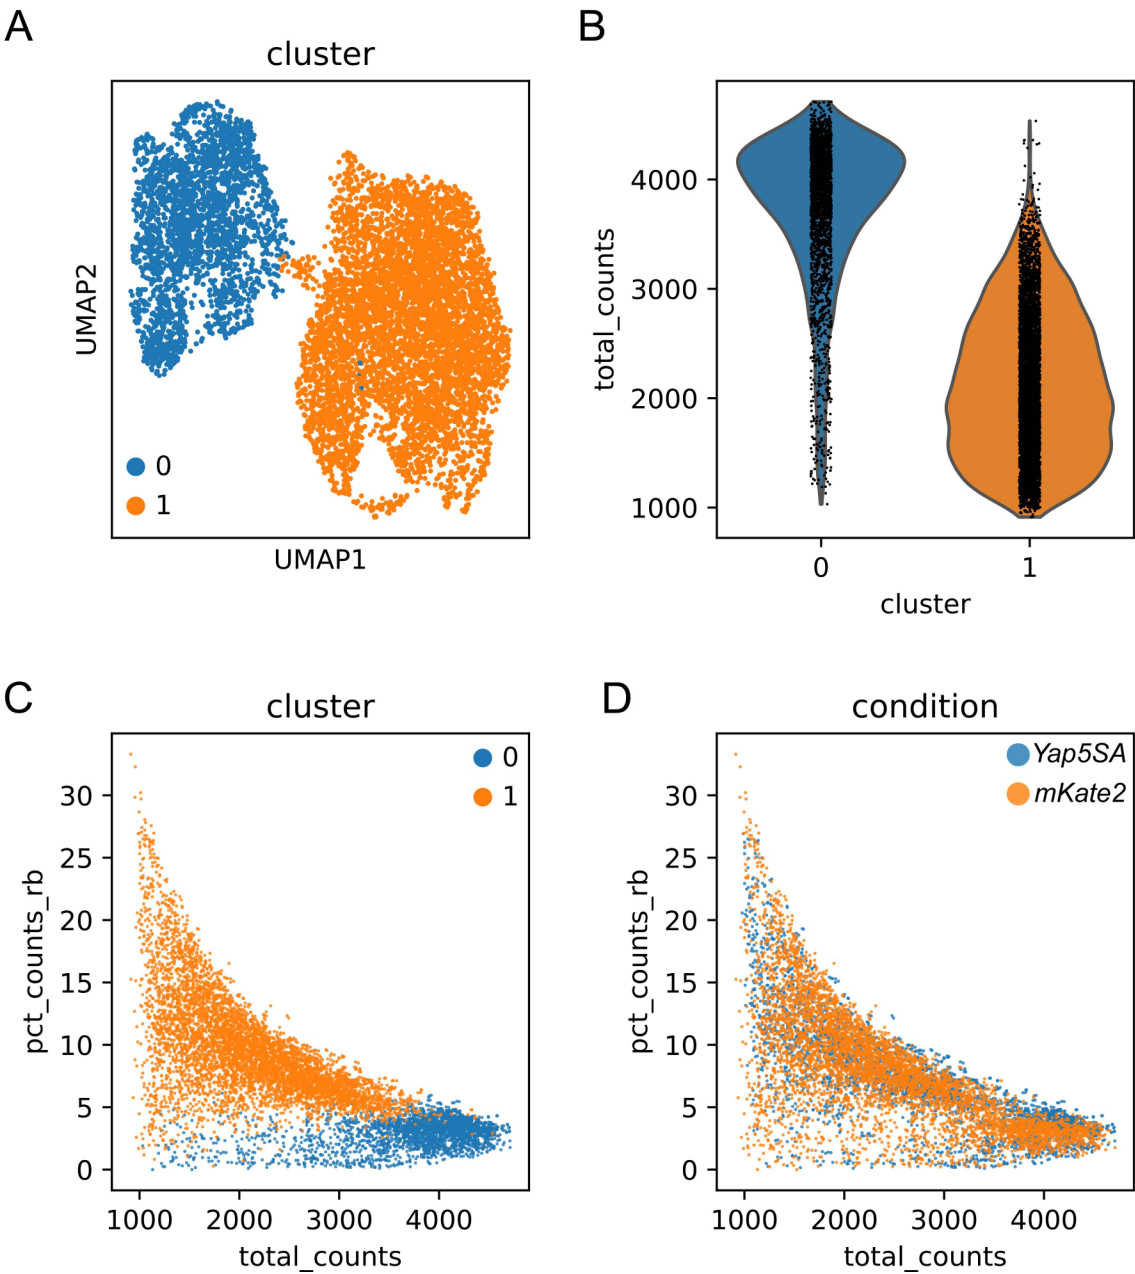

**Supplemental Figure 4.** (A) UMAP of integrated scRNA-seq data from FACS-sorted tdTomato<sup>+</sup> MGs, displaying two distinct groups colored by unsupervised cluster assignments. (B) Violin plot showing the distribution of total UMI counts. Cluster 1 exhibits a noticeably lower distribution of counts. (C) Scatter plot comparing UMI counts to the percentage of ribosomal gene counts, colored by cluster. Cluster 1 represents a stressed population characterized by lower transcriptomic complexity and elevated ribosomal gene expression. (D) Same as C, colored by experimental condition. Cells infected with both *Yap5SA* AAV and *mKate2* AAV are equally distributed across the stressed population.

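On the UMI scale the median cell of the lower-count MG population held 2110 UMIs and 959 genes, and that of the higher-count population 12685 UMIs and 4212 genes. The mean log2 ratio of medians within captures was −2.82 ± 0.565 (SD, n = 4 captures; exact sign-flip test, two-sided, p = 0.125, the smallest that 4 captures allow). The higher-count median was 6.71, 8.33, 4.31, 4.07 and 10.5 times the lower-count median in *mKate2* AAV replicates 1 and 2 and *Yap5SA* AAV replicates 1, 2 and 3. The populations were defined from the same cells, so the test describes how regular the difference was. The sum of log-normalized values of a cell had a median of 2056 in the lower-count and 3922 in the higher-count population and reached at most 4520 and 4711.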

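Ribosomal genes (*Rps* and *Rpl*) made up a median of 12.1% of the UMIs of a cell in the lower-count MG population and 3.01% in the higher-count population, and at most 62.4% and 16.2%. Within captures the lower-count population was higher by 9.60 ± 1.39 percentage points (SD, n = 4 captures; exact sign-flip test, two-sided, p = 0.125), between 8.12 and 11.2. On the scale of log-normalized values the medians were 8.73% and 2.88%. Among cells of 2000 to 8000 UMIs alone, the lower-count population was still higher in each library, by 7.85 and 11.8 points in *mKate2* AAV replicates 1 and 2 and by 14.6, 14.0 and 9.09 points in *Yap5SA* AAV replicates 1, 2 and 3.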

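The lower-count population held 54.1% and 89.3% of the MG-like cells of *mKate2* AAV replicates 1 and 2 and 49.5%, 48.2% and 88.4% of those of *Yap5SA* AAV replicates 1, 2 and 3. The means were 71.7% ± 24.9 (SD, n = 2 captures) and 68.7% ± 28.0 (SD, n = 2), a difference of −3.02 percentage points (exact permutation test, two-sided, p = 0.667). Within processing batches the difference was −5.23 points (Cell Ranger 8.0.0) and −0.82 points (9.0.1). Without *mKate2* AAV replicate 2 it was 14.6 points, and with each gene centred and scaled within library before clustering it was 17.1 points.

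**Figure D3:**
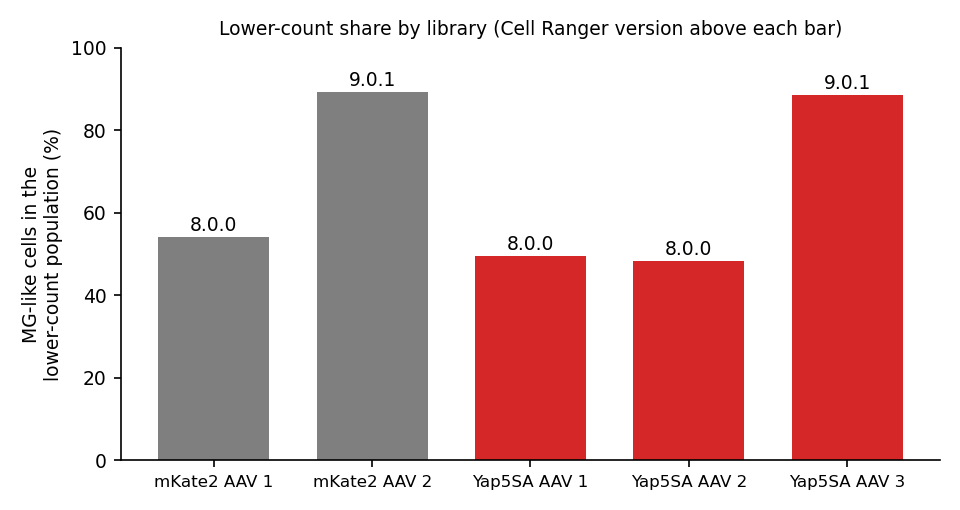
Share of MG-like cells in the lower-count population by library, in percent, with 1 bar per library coloured by condition and the Cell Ranger version above it. Bars of 9.0.1 stand at 88.4% and 89.3%, and bars of 8.0.0 between 48.2% and 54.1%.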

How the deposited data were processed for this re-analysis (not part of the article)

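The data are single-cell gene expression counts of FACS-sorted tdTomato+ cells from mouse retinas 56 days after injection of *mKate2* AAV (2 libraries) or *Yap5SA* AAV (3 libraries). The authors deposited counts of UMIs per gene and cell as made by Cell Ranger, without normalization and limited to barcodes called as cells, and no filter on mitochondrial share or genes had been applied to them. Libraries held between 12317170 and 50938304 UMIs. Per-cell depth limits what can be seen of genes with few counts, and limits for shares of 0 are 3 counts of the total.

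Quality control followed the paper's methods, per library: log total counts, log detected genes and the share of the 20 most abundant genes within 4 unscaled median absolute deviations of the median, and a mitochondrial share of at most 15% and within 3 deviations. Doublets were scored with Scrublet in scanpy, which called 6 of 16657 cells and was judged not to have worked, so no doublets were removed. An alternative left out the 662 highest scores and was chosen after seeing the data. Replicates 1 and 2 of *Yap5SA* AAV share their cells and were averaged into 1 capture. Sizes and medians of whole populations count both libraries, and shares of cells with a UMI pooled by condition count replicate 1 of the 2. The design had been set for 5 libraries, so tests were run on 4 captures in its place, and the 5 libraries counted singly are an alternative. The alternative with a block for replicate number was also fitted to the 5 libraries. Replicate numbers do not pair samples across conditions.

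The paper's scVI integration was not repeated. Seurat's reciprocal PCA on 3000 variable genes (Seurat v3 method) and 30 dimensions stands in for it, with a neighbour graph of k = 15 and Leiden clustering. The paper's text does not name a resolution. Principal populations were taken at the lowest resolution from 0.01 upward, in steps of 0.01, that gave at least 2 clusters of at least 5% of the cells, and fine clusters at resolution 1. A marker's level in a cluster is its CPM as a share of its highest CPM among clusters. A cluster was named after the cell type with the highest mean level, if that mean was at least 0.25, at least 3 of its markers were detected in at least 10% of the cells, and no other type had more markers among the 10 leading genes. A cluster of very low depth also needed a marker among those genes. The naming rule was changed after a first version had been seen, in the comparison level for a marker and in the minimum of 3 detected markers. The rule of principal populations was also applied within MG-like cells, and the higher-count population there was taken as retained MG. Both are choices made after the values were seen, since the rule over all cells separated other cell types. Annotation by PopV and mapping by scPoli with the reference atlas were not repeated, and the atlas is not used here.

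For tests across genes, counts of retained MG were summed per library. Genes were filtered with filterByExpr, scaled by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. DESeq2 was run beside it, and lists were tested with limma's fry and camera. Calls were tested on simulated data with 200 changed genes. Lists of YAP targets, cell cycle, gliosis, progenitor and neurogenic, bipolar, rod and dissociation stress genes were part of the design. A list of 18 interferon-response genes, 4 genes of the Y chromosome and *Xist* were added after seeing the data. Genes named in the text are those the paper names, and of the genes past the threshold the 5 with the largest rise and the 5 with the largest fall whose captures did not overlap, of which there were 0. Some of these genes are not reported here. Shares and differences per capture were tested by exact permutation or sign-flip tests, two-sided. Shares of cells with a UMI were taken after thinning to 2000 UMIs per cell, with cells of lower depth left out.

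Alternatives covered the quality limits, integration, genes used to cluster, resolution, doublets, normalization, filters on low counts, blocks for replicate number and processing batch, the cells summed, thinning, and leaving out each library. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and statmod 1.5.0.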

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

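The test given here was set before its value was seen, but after the share itself had been seen. Clusters named pigment epithelium, a cell type that the paper does not discuss, held 0% and 0.438% of the cells of *mKate2* AAV replicates 1 and 2 and 0.452%, 0.460% and 2.21% of those of *Yap5SA* AAV replicates 1, 2 and 3. The means were 0.219% ± 0.310 (SD, n = 2 captures) and 1.33% ± 1.24 (SD, n = 2), a difference of 1.12 percentage points. The result was picked out because each *Yap5SA* AAV capture lay above each *mKate2* AAV capture, as 1 of 6 cell types compared, and chance gives this to 16.7% of types. The direction held within each Cell Ranger version. Pigment epithelium carried over in the dissection may account for these cells. If so, they would carry no tdTomato. In *Yap5SA* AAV replicate 1, 1 of 5 cells (20.0%, 95% Clopper-Pearson interval 0.505 to 71.6) had a tdTomato UMI, and replicate 2, which holds the same 5 barcodes, had one in 0 of them. This cannot be told apart from labelled cells at that number. An effect of *Yap5SA* AAV on these cells stays open and was not tested.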

How the results depend on the processing

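The alternatives named here were set before the data were examined, except those marked as chosen after seeing the data. The cause of each change listed was not tested unless a sentence gives it. Leaving out 1 library or capture leaves some conditions with a lone capture, which is assumed to vary like the others.

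The lower UMI count of the lower-count MG population kept its mean direction under all 17 alternatives, with mean log2 ratios between −3.07 and −2.12. The populations are named by their median UMI count, so this direction is largely fixed by the naming and says little about stability. With genes centred and scaled within library, the exact sign-flip test gave p = 0.25. All 4 captures in the same direction would give 0.125, so not every capture kept the direction there. The higher ribosomal share of that population kept its mean direction under 17 alternatives, between 7.07 and 10.5 percentage points. The lower expression of stress genes in that population kept its direction under 12 alternatives, between −2.07 and −0.99 on the log2 scale. The tests of the first 2 cannot pass a threshold of 0.05 with 4 captures. The number of bipolar-led clusters was 4 or 5 over all cells. Within retained MG it was 0 throughout, which says nothing about stability, since only clusters named MG enter there.

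The percent of cells passing quality control was 80.5 with deviations scaled to a standard deviation, 80.7 with 5 deviations and 82.3 with only the mitochondrial limit, against 78.0, since each of these limits is looser. The number of principal populations was 2, against 4, with clusters of resolution 1 grouped by median UMI count, a construction that makes 2 groups of MG-like cells. It was also 2 with the rule applied within MG-like cells, chosen after seeing the data, where other cell types are left out.

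The difference between conditions in the share of lower-count cells, −3.02 points, was 17.1 points with genes centred and scaled within library and ran from −22.8 to 16.8 points with single libraries or captures left out. That in the share of MG-like cells ran from −24.2 to 15.3 points. The share of retained MG with a UMI of *Scgn*, *Cabp5* or *Prkca* differed by 1.91 points. The difference was −0.11 points with at least 2 UMIs required, −1.03 points with MG-like cells integrated on their own (chosen after seeing the data), and from −3.36 to 7.18 points with single libraries or captures left out. For *Prkca* alone the values were −0.11 and −0.72 points under the first 2 of these settings and −2.81 to 7.24 points with single libraries or captures left out. For *Cabp5* alone the difference was 0.019 points unthinned and 0.014 points with the 5 libraries counted singly, a setting chosen after seeing the data, and ran from −0.064 to 0.055 points with single libraries or captures left out. It was −1.95 points over all cells, −0.259 points over all MG-like cells and −0.162 points with MG-like cells on their own without integration, also chosen after seeing the data. These shares rest on 2 captures per condition.

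Of 24 alternatives, 23 gave 0 called genes in retained MG. Without a filter on low counts edgeR called 15, of which 13 had most of their counts in *mKate2* AAV replicate 2 and 8 were also tested, and not called, with the filter. The cause was not tested. The MG markers gave 0 calls under each of 24 alternatives, with 9 tested except with at least 10 counts required in every library, where 8 were. Adjusted over the list alone, 1 marker, *Gfap*, was called when the capture of *Yap5SA* AAV replicates 1 and 2 was left out, a setting chosen after seeing the data. A replicate block (the replicate number as a term) does not pair samples here. That fit used the 5 libraries, so the capture of *Yap5SA* AAV replicates 1 and 2 counted as 2. *Yap5SA* AAV replicate 3 was alone in its block and did not inform the difference. The p-values of that fit are therefore not given. By camera with the preset correlation 2 lists were called, against 0 by fry.

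A gene filtered out under an alternative has no value there. Of 16 single genes, 15 changed direction under at least 1 alternative, in 50 of 375 combinations of gene and alternative, and the lowest adjusted p over the alternatives was 0.815 by edgeR. With no filter on low counts the log2 value was −0.0085 for *Slc1a3*. With the replicate block the log2 value was −0.19 for *Slc1a3*, 0.49 for *Clu*, 0.0198 for *Vim*, −0.23 for *Ccnd1* and −3.64 for the rod list. In all MG-like cells the log2 value was −0.0221 for *Slc1a3*, −1.03 for *Gfap*, −0.32 for *Rbpms*, −1.47 for *Ccnd1* and −0.13 for *Hprt*. With the 5 libraries counted singly, a setting chosen after seeing the data, the log2 value was −0.0456 for *Slc1a3*, 0.11 for *Clu* and −0.29 for the rod list. In the lower-count population alone the log2 value was 0.063 for *Rlbp1*, 0.0497 for *Aqp4*, −1.60 for *Gfap*, −0.80 for *Rbpms*, −1.56 for *Ccnd1* and −0.20 for *Hprt*. With clusters made from 1 of the duplicate libraries, chosen after seeing the data, the log2 value was 0.38 for *Sox9*. With the processing batch as a block the log2 value was −0.41 for *Gfap*, −0.63 for the rod list and 0.40 for the stress list. With only the mitochondrial limit on cells the log2 value was −0.98 for *Gfap*, 0.0331 for *Lhx2*, −0.26 for *Rbpms*, −1.17 for *S100b* and −0.0085 for *Hprt*. With MG-like cells integrated on their own, chosen after seeing the data, the log2 value was −0.17 for *Rbpms*. With edgeR scaled by library totals only the log2 value was 0.0158 for *Yap1*. With summed counts thinned to the lowest total the log2 value was 0.11 for *Yap1*.

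With single libraries or captures left out, log2 fold changes ran from −0.21 to 0.19 for *Slc1a3*, −0.40 to 0.22 for *Rlbp1*, −0.65 to 0.24 for *Glul*, −1.03 to 0.43 for *Clu*, −0.49 to 0.005 for *Aqp4*, −0.55 to 0.60 for *Sox9*, −4.25 to 1.97 for *Gfap* and −0.51 to 0.21 for *Lhx2*. The ranges were −0.58 to 0.91 for *Prkca*, −0.28 to 0.63 for *Ccnd1*, −0.40 to 0.24 for *Yap1*, −0.63 to 2.00 for *S100b* and −0.48 to 0.47 for *Hprt*. Medians of lists ran from −0.44 to 0.34 for the YAP targets, −0.44 to 0.26 for the cell cycle list, −0.69 to 0.12 for the gliosis list, −0.58 to 0.16 for the bipolar list, −3.73 to 1.44 for the rod list and −3.05 to 4.24 for the stress list. The median of the progenitor and neurogenic list, 0.26, stayed above 0 but ran from 0.022 to 1.13, the highest without *mKate2* AAV replicate 2 and the lowest without *Yap5SA* AAV replicate 3. By camera with the preset correlation, the list was past the threshold in all MG-like cells (adjusted p = 0.0495). Its call with the replicate block is not used, since 1 capture counts as 2 there. With the 5 libraries counted singly, chosen after seeing the data, camera gave 0.0355. Its adjusted p was 0.056 with the main settings and 0.15 with the processing batch as a block. By fry the list was past the threshold in none of these.

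Depth limits the rarest measures. *Scgn* and *Cabp5* had at most 11 counts per library in retained MG, and 0 of 169 cells of *Yap5SA* AAV replicate 3 allows a share of up to 1.78%. In simulated counts 2-fold changes were not called with the spread of these captures, and most were with a much lower dispersion.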

Differences from the paper's values

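The paper reports 2 principal populations of sorted cells, and 4 were found here over all cells that passed quality control. Of the alternatives set before the data were examined, the number was 3 with genes centred and scaled within library, 3 with only the mitochondrial limit, 3 without *mKate2* AAV replicate 2, and 2 with clusters of resolution 1 grouped by median UMI count, which are within 1.5 times the paper's value. The last makes 2 groups of MG-like cells by its construction. The number was 4 without integration, without ribosomal, mitochondrial and stress genes, with Scrublet doublets left out, and without each of the other libraries in turn. It was 3 with clusters made from 1 of the duplicate libraries and 3 with the highest doublet scores left out, both chosen after seeing the values. The rule applied within MG-like cells, also chosen after seeing the values, gave 2, the fewest it can give. MG-like cells integrated on their own, or clustered on their own without integration, also gave 2 and were chosen after seeing the values.

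The total per cell in Fig. S4B, which its legend calls UMI counts, was read by eye as about 2100 for the lower and about 4100 for the higher cluster. The medians were 2110 and 12685 UMIs here, and 2056 and 3922 on the scale of summed log-normalized values, on which both of the paper's values are matched within 1.5 times. The ribosomal share of the higher cluster in Fig. S4C was read by eye as about 3%, against 2.88% here on that scale.

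The paper describes the larger MG cluster by signs of dissociation stress. Over the list of 20 immediate-early and heat-shock genes, the summed expression was lower in that population, with a mean log2 ratio of −1.51, and in 4 of the 5 libraries most of the genes were higher in the other population. The higher ribosomal share and lower UMI count that the paper describes were found.

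The paper names 1 Cell Ranger version, 8.0.0, and 2 of the 5 libraries name 9.0.1 in their headers. The paper found no separate cluster with bipolar markers in the labelled compartment. Here 4 of 29 clusters over all sorted cells were led by bipolar markers, mostly with cells of *mKate2* AAV replicate 2. Retained MG hold no such cluster because they were taken from clusters named MG.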

Other observations

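The tests of the UMI count itself, of long genes and of an MG and a bipolar cell in 1 droplet were set before their values were seen, and the other tests given here were chosen only after the result was seen. The rest are values without a test.

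*Yap5SA* AAV replicates 1 and 2 may be 1 capture of cells processed as 2 libraries. Of the barcodes of the smaller library, 99.8% were in the other, which independent captures would not give. Over 18148 genes their summed counts differed by less than the sampling noise (chi-square per degree of freedom 0.426). In the shared cells, 97.7% of the UMIs of replicate 2 had a counterpart in replicate 1 for the same cell and gene. Both values argue against cDNA made separately for each library. Which step after the cDNA was repeated stays open. No biological explanation was tested.

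The lower-count MG population was tested against 4 explanations. Its ribosomal share stayed higher among cells of 2000 to 8000 UMIs, by 7.85 points in the capture with the smallest difference, which argues against the UMI count as the whole cause. An immediate-early and heat-shock response would raise those genes, whose mean log2 ratio was −1.51. RNA from rods would bring rod transcripts, and the list of 10 rod genes was higher in the lower-count population of each library, at 173, 286, 15.8, 13.8 and 1747 CPM against 43.0, 91.9, 8.95, 7.85 and 168 CPM. It reached at most 3.17% of its level in rod-like cells, so some rod RNA may be present. The principal population with rod markers had a median ribosomal share of 1.74%. The lower-count and higher-count MG populations had 12.1% and 3.01%. RNA like that of the rod population would lower the share, which argues against rod RNA as the cause of the ribosomal difference. Genes longer than 100 kb (3216 genes) held more of the UMIs of the higher-count population, summed over its cells, by 5.76 points or more in each capture, with 16.8%, 11.3%, 13.6%, 13.5% and 14.4% in the lower-count and 22.6%, 29.4%, 22.8%, 22.8% and 34.1% in the higher-count population of the 5 libraries. *Malat1*, a nuclear RNA chosen after its values were seen, held 3.83%, 0.068%, 5.00%, 5.10% and 0.057% against 9.83%, 6.07%, 8.30%, 8.45% and 7.34%. A lower share of nuclear RNA in the lower-count population is a candidate explanation of these values and of its ribosomal share, and gene length itself stays open.

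The share of lower-count cells differed by 37.4 points between the means of the processing batches (51.5% with Cell Ranger 8.0.0 and 88.9% with 9.0.1), more than between conditions within a batch. The stress list in retained MG was higher in the 9.0.1 batch in both conditions, by at least 2.52 on the log2 scale. A batch difference is a candidate explanation of both. The version, the dissociation and the sequencing of a batch were not told apart by these values. By exact permutation of the 4 captures (two-sided) p was 0.333 for each, the smallest that 2 captures per batch can give. In line with the second value, a cluster led by immediate-early genes held 0.774% and 65.7% of retained MG of *mKate2* AAV replicates 1 and 2 and 16.5%, 16.3% and 40.6% of those of *Yap5SA* AAV replicates 1, 2 and 3.

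The clusters led by bipolar markers held 446 cells of *mKate2* AAV and 86 of *Yap5SA* AAV replicates 1 and 3. This argues against daughter cells that only *Yap5SA* AAV induces as the source of all these cells. Of the *mKate2* AAV cells 444 came from replicate 2. Such cells would share clusters with daughter cells, so whether the 85 cells of *Yap5SA* AAV replicate 3 include some cannot be told. In the 532 cells of the clusters MG markers stood at 0.0259 of their level in retained MG, which argues against droplets with an MG and a bipolar cell. Bipolar cells sorted without or with the reporter stay open. The batch that holds nearly all of them has no tdTomato entry, so this was not tested.

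Rod-like cells were found among all sorted cells of both conditions. The paper's statement that it found no rod-like progeny concerns daughter cells of MG, which these cells are not shown to be. *mKate2* AAV replicate 2 and *Yap5SA* AAV replicate 3, with 790 and 685 of them, have no tdTomato entry. In *mKate2* AAV replicate 1 a tdTomato UMI was found in 5 of 36 rod-like cells (13.9%, 95% Clopper-Pearson interval 4.67 to 29.5, median 996 UMIs per cell), and in 2 of 38 microglia and macrophage-like cells (5.26%, 0.644 to 17.7, median 11266). The intervals overlap, so whether rod-like cells carried the reporter stays open.

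A list of 18 interferon-response genes, added after seeing the data, was higher with *Yap5SA* AAV in MG-like cells among the 8.0.0 libraries (log2 ratio 0.90, 17 of 18 genes higher) and lower among the 9.0.1 libraries (−1.17, 0 of 18 higher). This argues against an effect of *Yap5SA* AAV present in both batches. An effect in 1 batch, or a difference between single captures, stays open.

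The 4 Y chromosome genes had 7.02 CPM in *mKate2* AAV replicate 1 and 144 to 199.8 CPM in the other libraries, a log2 ratio of −4.36 to the lowest of them, while *Xist* was highest there at 1322 CPM. These values are consistent with a larger share of female retinas in that library, although the labels name both sexes for each. Sex stays open as a difference between the captures.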
